# Unconventional codon usage bias mediates mRNA translational dynamics in macrophages

**DOI:** 10.1371/journal.pbio.3003403

**Published:** 2025-09-18

**Authors:** Shiqi Luo, Qiuyi Wang, Ao Chen, Liang Huang, Yaoqi Liu, Xin Zong, Yuanhui Mao

## Abstract

Macrophages require rapid and tightly controlled regulatory mechanisms to respond to environmental disruptions. While transcriptional regulation has been well characterized, the mechanisms underlying translational control in macrophages remain poorly understood. Here, we investigated the dynamics of mRNA translation in mouse macrophages during acute, intermediate, and prolonged LPS exposure. Our results reveal clear phase-specific translational regulation during macrophage polarization, which initially increases the synthesis of inflammatory mediators and cytokines, while simultaneously suppressing the expression of cell cycle-related genes. Mechanistically, we observed pervasive upstream translation in the 5′ UTRs of cell cycle-related mRNAs, which contributes to cell cycle arrest during the early phase of inflammatory response. Notably, we identified a unique codon preference toward A/U in the third position of codons in macrophages, which contrasts with the G/C preference commonly observed in other tissues. AU codon preference increases the stability and translation efficiency of cell cycle-related mRNAs, promoting cell cycle restoration after extended LPS exposure. These findings reveal that uORF translation and codon usage bias are critical components of translational regulation during macrophage polarization, highlighting a potential therapeutic intervention for modulating immune activation via macrophage-specific codon optimization.

## Abstract 2

Macrophage polarization involves distinct phases of translational regulation that coordinate inflammatory responses. This study shows that upstream translation and AU-rich codon usage enhance mRNA stability and translation efficiency, enabling dynamic control of immune activation and cell cycle restoration during prolonged inflammatory stimulation.

## Introduction

mRNA translation in immune system is tightly orchestrated to enable a rapid response to diverse environmental stimuli [1–7]. Among the cellular components of the immune system, T cells are the most well-characterized examples where translational control plays a critical role in T-cell function [8–11]. For example, upon antigen recognition, naïve T cells differentiate into highly proliferative effector cells, accompanied by extensive changes in mRNA translation. During this process, the tRNA pool in T cells can rapidly shift, favoring the translation of A/U-rich codons, subsequently promoting the translation of genes involved in cell proliferation [11]. Characterizing the dynamic changes in mRNA translation and elucidating the underlying mechanisms is fundamental to understanding the role of the immune system in health and disease. Despite extensive studies on T cells, our understanding of translational control in other immune cells is not fully understood.

Macrophages are essential components of the innate immune system. Upon encountering bacterial pathogens, macrophages can polarize into either classically activated macrophages, known for their pro-inflammatory and antimicrobial functions [12,13], or alternatively activated macrophages [14,15], which might be involved in anti-inflammatory responses and tissue repair [16–18]. Multiple signaling pathways [19], such as the C-Jun N-terminal kinase (JNK) [20], PI3K/Akt [21,22], Notch signaling cascades [23], and the mammalian target of rapamycin (mTOR) pathway [24,25], play critical roles in driving dynamic changes in the expression of macrophages. Among them, mTOR activation is necessary for the metabolic reprogramming that enables biosynthetic support and regulatory control of macrophage polarization [24–28]. Notably, mTOR plays dual roles during macrophage polarization, by affecting both pro-inflammatory cytokines, such as IL-6 and TNF-α [29,30], as well as anti-inflammatory cytokines like IL-10 [31,32]. The timing and duration of mTOR activation at different phases of macrophage polarization are likely critical for the transition between pro-inflammatory and anti-inflammatory states. Given the central role of mTOR in regulating protein translation [33,34], translational control may serve as an additional layer in the regulation of macrophage polarization [35–37]. Previous studies have shown that global protein synthesis in macrophages increases dramatically within the first hour following lipopolysaccharide (LPS) stimulation [38,39], indicating substantial protein demand during the initial inflammatory response [2]. On the other hand, many feedback inhibitors of the inflammatory response, including NF-κB inhibitors, are subsequently upregulated, leading to a downregulation of inflammatory response genes and a restoration of global protein synthesis levels [39]. Moreover, previous studies using either ribosome profiling (Ribo-seq) or RNA-seq revealed “intensified” regulation at both the transcriptional [40] and translational [41] levels in response to LPS stimulation.

While previous studies have revealed differential translation in macrophages, the detailed mechanisms underlying translational dynamics remain largely unclear. Interestingly, previous studies revealed a critical role of codon usage in regulating mRNA translation, which in turn modulates cellular proliferation [42,43]. Synonymous codons, different codons that encode the same amino acid, are not used uniformly across coding sequences [44,45], known as codon usage bias. Codon usage bias is a key characteristic of coding regions and has dramatic effects on translation efficiency (TE) [46,47] and mRNA stability [48,49]. While previous studies revealed a distinct codon usage pattern in T cells [11], it remains unclear whether macrophage polarization is affected by codon usage-mediated mRNA translation and metabolism.

In this study, we characterized the dynamics of mRNA translation from the early phase to the late phase of macrophage polarization induced by LPS. Our study revealed notable time-dependent mRNA translation at different phases of macrophage polarization. We identified widespread upstream translation initiation, which contributes to the cell cycle arrest during the early phase of macrophage polarization. Furthermore, our results revealed a distinct codon usage pattern in mouse macrophages compared with other mouse tissues, suggesting a tissue-specific mechanism for regulating mRNA stability and TE during macrophage polarization.

## Results

### Characterization of time-dependent mRNA translation during macrophage polarization

To investigate the dynamics of mRNA translation during macrophage polarization, we established a macrophage activation model using the mouse macrophage cell line Raw264.7 stimulated with LPS. We monitored mRNA translation and steady-state mRNA level using Ribo-seq and RNA-seq, respectively, at 4 time points over 24 hours (0, 6, 12, and 24 hours) of LPS treatment (Figs 1A and S1A). LPS treatment for 6 hours resulted in a dramatic increase in the mRNA levels of pro-inflammatory genes including tumor necrosis factor-alpha (*Tnf-α*), interleukin-6 (*Il-6*), and interleukin-1 beta (*Il-1β*) (S1B Fig), confirming macrophage activation. In addition, we observed a significant reduction of mRNA levels in *Il-1β* and *Tnf-α* levels after 24 hours of LPS treatment, suggesting a reduced pro-inflammatory response after long-term LPS stimulation [50]. To investigate translational control in macrophages, we adapted our previously established method [51] to construct the Ribo-seq libraries in this study (see Method for details). As a result, the ribosome footprint length across all eight Ribo-seq samples was ~29 nt (S1C Fig), consistent with the expected size of ribosome-protected fragments in mammalian cells [52]. Furthermore, ~85% of the reads were mapped to coding region (S1D Fig), and more than 70% of the reads were assigned to the correct reading frame (S2 Fig). These results indicate the high-quality of Ribo-seq dataset in this study.

**Fig 1:**
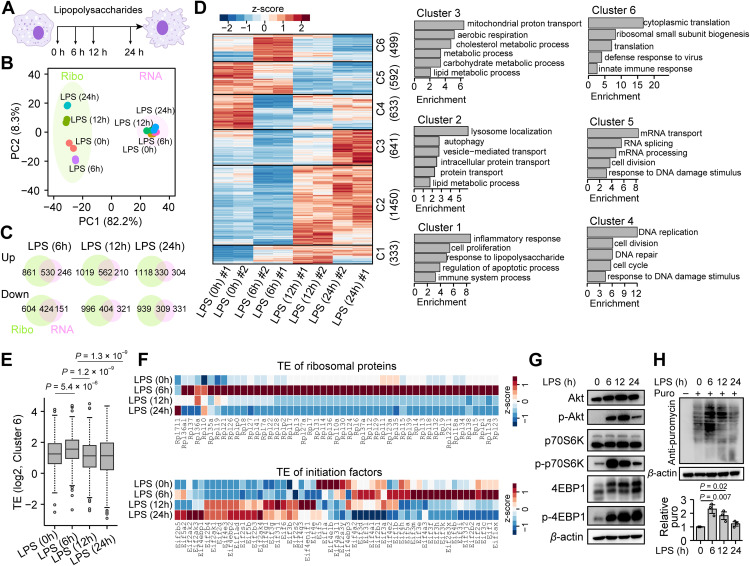
Landscape of translation dynamics during macrophage polarization. **(A)** Schematic representation of sample collection timepoints during macrophage polarization. **(B)** Principal component analysis (PCA) showing variation of ribosome density (Ribo-seq) and mRNA abundance (RNA-seq) at different timepoints during macrophage polarization, using the top 1,000 mRNAs with the highest ribosome densities. **(C)** Venn diagrams showing the number of differentially expressed mRNAs during macrophage polarization. **(D)** Heatmap showing ribosome densities for different clusters of differentially expressed mRNAs across timepoints during macrophage polarization. The bar plots on the right show the enriched biological processes for each cluster (C1–C6). To visualize the expression patterns of individual mRNAs in heatmaps, a z-score normalization across time points for each gene was applied using the eq. (1) in Methods. The original RPKM values were shown as boxplots in S3C Fig. **(E)** Boxplot showing the translation efficiencies of cluster 6 at different timepoints. Wilcoxon tests were performed between each pair of samples. For each gene, a mean value of the two biological replicates was used. **(F)** Heatmap of ribosome densities for ribosomal proteins and initiation factors across timepoints. The Z-score normalization method same as Fig 1D was performed. The original TE values were shown as a heatmap in S3D Fig. **(G)** A representative western blot of mTOR pathway-related proteins in macrophages before and after LPS treatment at the indicated timepoints. The quantification of the immunoblot data was shown as bar plots in S3E Fig. **(H)** Puromycin labeling assay in macrophages before and after LPS treatment. Bar plots show the relative levels of puromycin-labeled nascent chains quantified by densitometry. Error bars represent mean ± SEM, unpaired two-tailed *t* test, *n* = 3 biological replicates. The data underlying the graphs shown in the figure can be found in S1 Data. Raw blot images can be found in S1 Raw Images.

We subsequently performed principal component analysis (PCA) to quantify the dynamic changes in both mRNA steady-state abundance and ribosome density. As expected, LPS treatment altered the landscape of gene expression in macrophages at both transcriptional and translational levels (S3 Fig). A previous study based on proteomics in dendritic cells revealed that translational control contributes more than transcriptional control to changes in protein expression, particularly for housekeeping genes [38]. We therefore focused on the high-abundance mRNAs in macrophages. Interestingly, we observed notable changes in ribosome density after 6 hours of LPS treatment, with differences being more pronounced after 12 and 24 hours (Fig 1B). In contrast, those high-abundance mRNAs show fewer changes in mRNA levels upon LPS treatment. In addition, differential expression analysis identified thousands of genes whose expression was altered at either the level of ribosome density or mRNA abundance, with the number of differentially expressed genes at the ribosome density being almost 2-fold higher compared to mRNA abundance level (Fig 1C). These data suggest an important role of translational regulation during macrophage polarization, especially for high-abundance mRNAs.

We then performed analysis of variance (ANOVA) to identify uniquely expressed genes at each time point, which revealed a clear time-dependent expression of “marker genes”. After 6 hours of LPS treatment, we observed a significant upregulation in the ribosome density of genes involved in the inflammatory response (Fig 1D, Cluster 1), which becomes even higher after 12 hours of LPS treatment. Interestingly, the ribosome density of inflammatory response genes after 24 hours of LPS treatment is decreased, compared to 12 hours of LPS stimulation. This result is further supported by our qPCR analysis of individual genes (S1B Fig), suggesting a likely transition towards the resolution of inflammation or inflammation tolerance following prolonged LPS stimulation. Moreover, we observed a notable increase in the ribosome density of mRNA involved in protein translation after 6 hours of LPS treatment (Fig 1D, Cluster 6), suggesting enhanced protein synthesis. Unlike inflammatory response genes, the elevated ribosome density of translation-related mRNAs was reduced after 12 hours of LPS treatment. This pattern is consistent with the substantial production of cytokines and chemokines during the early phase of the inflammatory response [53,54]. Interestingly, genes involved in protein transport were also upregulated after 12 hours or 24 hours of LPS treatment (Fig 1D, Cluster 2), which suggests a possible coordination between the synthesis and secretion of cytokines and chemokines.

Ribosome density on mRNAs typically correlates with mRNA abundance. Indeed, we observed a good correlation between changes in ribosome density and mRNA levels across most identified gene clusters (S3B and S3C Fig). However, when mRNA abundance was corrected, we still observed a significant increase in TE in translation-related mRNAs after 6 hours of LPS treatment (Fig 1E), followed by a reduction after 12 or 24 hours of LPS treatment. Consistent with this observation, the expression of most ribosomal proteins is increased, whereas translation initiation factors remained unchanged (Figs 1F and S3D). Because most ribosomal proteins contain a 5′ terminal oligopyrimidine tract (TOP) or TOP-like sequence in their 5′ UTR, which is sensitive to the activity of mTOR complex 1 (mTORC1) [34]. Therefore, the increase in TE of ribosomal protein mRNAs after LPS treatment is likely due to an increase in mTORC1 activity. In line with this hypothesis, we observed that 6 hours of LPS treatment leads to increased phosphorylation of Akt and the mTORC1 downstream targets p70S6K and 4EBP1 (Figs 1G and S3E). To further investigate whether global translation increases in parallel with elevated ribosomal protein levels, we examined endogenous protein synthesis using puromycin labeling. As a result, we observed a significant increase in protein synthesis after 6 hours of LPS treatment (Fig 1H), which was subsequently reduced after 12 and 24 hours of LPS treatment. We further validated this finding in mouse bone marrow-derived macrophages (BMDMs), which exhibited a similar pattern (S4 Fig). These results suggest transient activation of mRNA translation during the early phase of the inflammatory response.

### Translational regulation contributes to the arrest of cell cycle during macrophage polarization

Despite an overall increase in the global translation level via mTORC1 activation (Fig 1G and 1H), we unexpectedly observed significant downregulation of genes involved in the cell cycle after 6 hours of LPS treatment (Fig 1D, Cluster 4). A closer examination of genes in cluster 4 (cell cycle-related genes) revealed a decrease in both ribosome density and mRNA abundance within 6 hours (Fig 2A). Furthermore, the master genes, which control the transition of the cell cycle at different checkpoints, show a consistent reduction in 6 hours (Figs 2B, S5A, and S5B), suggesting potential arrest of the cell cycle during the early phase of inflammation. Indeed, when analyzing the cell cycle using flow cytometry, we observed a clear increase in the cell population arrested at the G1 stage and a concomitant reduction in the S1 and G2 stages (Figs 2C and S5C).

**Fig 2:**
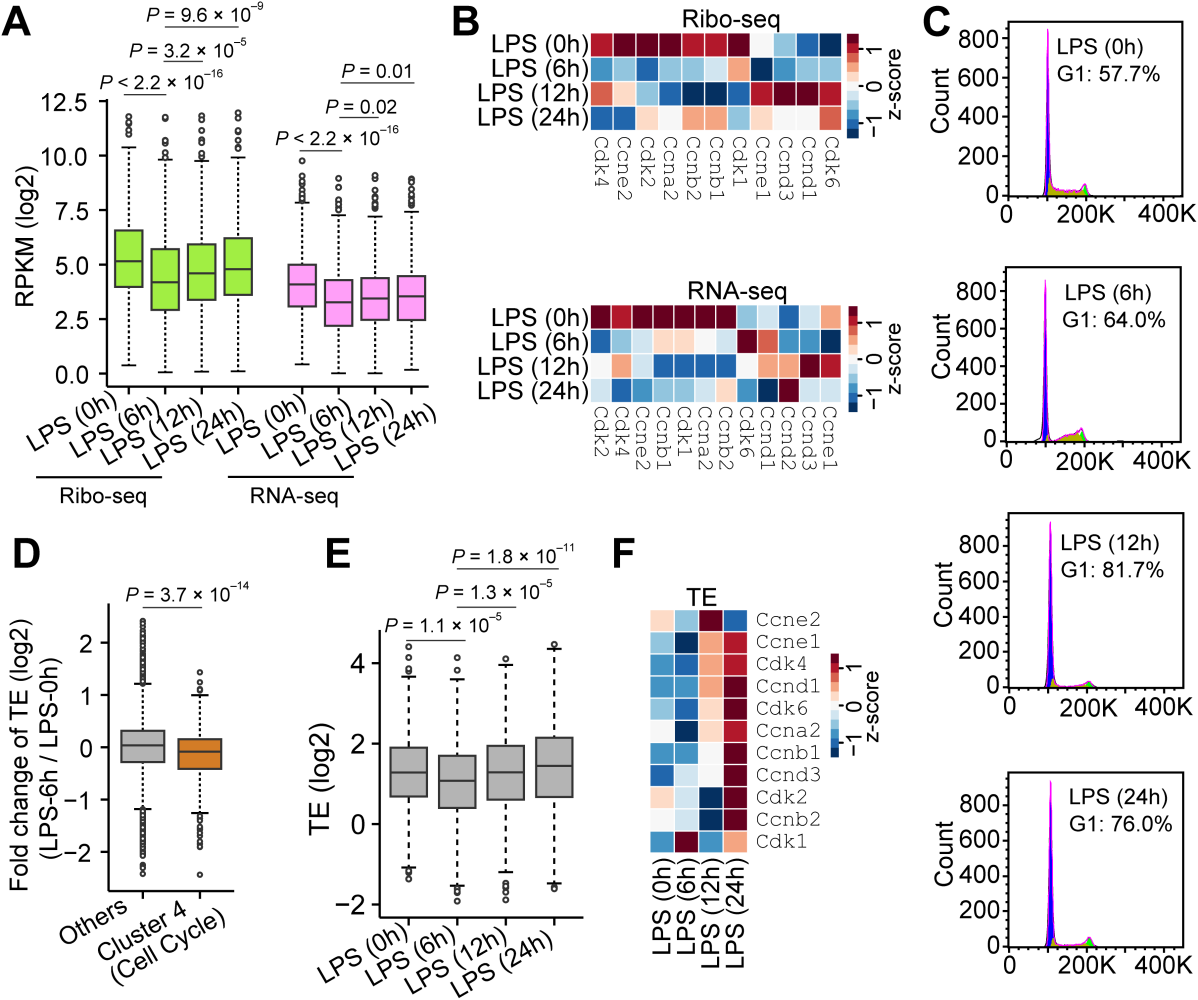
Translation regulation of cell cycle-related genes during macrophage polarization. **(A)** Boxplot showing dynamic changes of ribosome density (Ribo-seq) and mRNA abundance (RNA-seq) of cell cycle-related genes during macrophage polarization. Wilcoxon tests were performed between each pair of samples. For each gene, a mean value of the two biological replicates was used in all analyses unless otherwise indicated. **(B)** Heatmaps showing changes in the ribosome density (Ribo-seq) and mRNA abundance (RNA-seq) of individual cell cycle-related mRNAs. Z-score normalization same as Fig 1D was performed. The original values were shown as a heatmap in S5B Fig. **(C)** Flow cytometry analysis showing cell cycle arrest during macrophage polarization. **(D)** Boxplot showing fold change in translation efficiency (TE) (Ribo-seq normalized by RNA-seq) after 6 hours of LPS treatment compared to control cells. mRNAs in macrophages were separated into two groups: cluster 4 (same as Fig 1D) and others. Wilcoxon tests were performed between the two groups. **(E)** Boxplots showing dynamic changes in TE of cluster 4 (cell cycle-related) at different timepoints during macrophage polarization. Wilcoxon tests were performed between each pair of samples. **(F)** Heatmaps showing changes in TE for individual cell cycle-related mRNAs. Z-score normalization same as Fig 1D was performed. The original values were shown as a heatmap in S5B Fig. The data underlying the graphs shown in the figure can be found in S1 Data. Representative raw flow cytometry plots showing the gating strategy can be found in S1 Raw Images.

As a fundamental biological process, the cell cycle is tightly orchestrated and involves a series of ordered and controlled events [55]. Cell cycle progression requires not only a substantial amount of cell mass but also a favorable nutritional status [56]. The mTOR signaling pathway regulates cell cycle progression by coordinating cellular growth with nutritional cues [57]. Therefore, mTOR activation by pathogens could send conflicting signals regarding cell cycle progression in macrophages, potentially inducing apoptosis [58,59]. To investigate the role of mRNA translation in cell cycle arrest under mTOR activation, we analyzed the TE of cell cycle-related mRNAs by normalizing ribosome density to the corresponding mRNA abundance, which revealed a significant reduction in TE after 6 hours of LPS treatment (Fig 2D). Intriguingly, the TE is recovered to the normal level (Fig 2E), whereas the transcription level remains suppressed even after 24 hours of LPS treatment (Fig 2A). Further analysis of individual cell cycle checkpoint genes, including *Cdk2*, *Cdk4*, and *Cdk6*, confirmed a similar reduction in TE after 6 hours of LPS treatment (Fig 2F). We further confirmed these results using the mouse BMDMs stimulated with LPS [60], which again showed a reduction in the expression of cell cycle-related mRNAs after 6 hours of LPS treatment (S5D Fig).

### Upstream translation in 5′ UTR reduces the expression of cell cycle-related mRNAs

To investigate the mechanisms underlying the translational suppression of cell cycle-related mRNAs during macrophage polarization, we analyzed the sequence characteristics of these mRNAs. Interestingly, while cell cycle-related mRNAs exhibit 5′ UTR lengths similar to those of other genes, they tend to have higher GC contents and more RNA secondary structures in the 5′ UTR (S6A–S6C Fig), implying a potential role of the RNA secondary structure in regulating the translation of cell cycle-related mRNAs. RNA secondary structures in the 5′ UTR can impair ribosomal scanning, thus increasing the probability of initiation within the 5′ UTR [3,61–63]. We therefore focused our analysis on translation initiation within the 5′ UTR, which revealed a significant increase in ribosome density within the 5′ UTR after 6 hours of LPS treatment (Fig 3A), indicating enhanced upstream initiation during macrophage polarization. Notably, mRNAs with increased upstream initiation were enriched in the cell cycle and autophagy processes, suggesting a potential role of upstream initiation in translational regulation of cell cycle-related mRNAs. We further validated this result by calculating the initiation potential index in 5′ UTR, which we previously used to estimate the frequency of initiation at all potential initiation sites in 5′ UTR [51]. As a result, the mRNAs with high initiation potential in the 5′ UTR were again enriched in cell cycle-related processes (S6D Fig).

**Fig 3:**
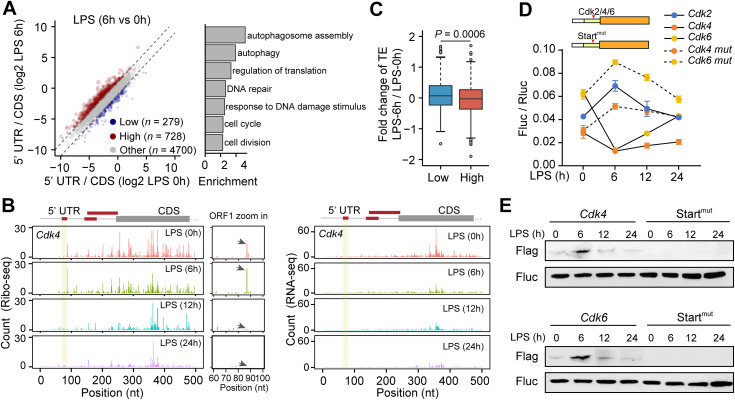
Upstream translation regulates the translation of cell cycle-related genes. **(A)** Scatter plot showing the ratio of Ribo-seq reads in 5′ UTR over the reads in CDS. An increasing ratio suggests an increase in upstream translation. The bar plot shows enriched biological processes for mRNAs with increased upstream translation (highlighted in red on the scatter plot). **(B)** Ribo-seq (left panel) and RNA-seq (right panel) reads of *Cdk4* mRNA. The upstream open reading frames detected by Ribo-seq are highlighted by red frames. The right zoom-in panel showing ribosome density on uORF1 of *Cdk4* mRNA, the position of stop codon of uORF1 is indicated by arrows. **(C)** Boxplot showing the inverse relationship between changes in upstream translation and translation efficiency (TE) in main CDS. “High” refers to mRNAs with the highest upstream translation (top 30%), and “Low” refers to mRNAs with the lowest upstream translation (bottom 30%). Wilcoxon tests were performed between the two groups. **(D)** Reporter assay showing TE when the 5′ UTR sequence of *Cdk2*, *Cdk4*, or *Cdk6* was inserted into the 5′ UTR of a firefly luciferase reporter. Mutant constructs in which the start codon of the uORF in *Cdk4* or *Cdk6* was changed to a nonstart codon (*Cdk4-mut* and *Cdk6-mut*) were also generated. Renilla luciferase was co-transfected with the firefly luciferase constructs and served as an internal control (*n* = 3 biological replicates). **(E)** Western blot showing translation of uORF in *Cdk4* or *Cdk6* 5′ UTR. A 3× FLAG tag was inserted immediately upstream of the stop codon of uORF1 of the *Cdk4* mRNA, or uORF of the *Cdk6* mRNA. The expression of the uORF was detected via immunoblotting analysis. Start^mut^ refers to the mutant reporters where the start codon of uORF was mutated to a nonstart codon. The expression of firefly luciferase was used as a control for difference in transfection efficiency and cell numbers. The data underlying the graphs shown in the figure can be found in S1 Data. Raw blot images can be found in S1 Raw Images.

To decipher the role of uORFs in cell cycle regulation, we subsequently identified upstream open reading frames (uORFs) at different time points upon LPS treatment. Interestingly, we detected three uORFs in *Cdk4* mRNA (Fig 3B) and one uORF in *Cdk6* mRNA (S1 Table). Notably, uORF translation in the *Cdk4* mRNAs became apparent in the samples with 6 hours of LPS treatment, but was markedly reduced or absent in samples treated for 12 or 24 hours (Fig 3B). uORFs can reduce the translation of the main coding sequence (CDS) by attenuating ribosome scanning [64,65]. Indeed, we observed a negative correlation between mRNAs with upstream ribosome density and downstream ribosome density (Fig 3C). While Ribo-seq is sensitive enough to detect uORFs with robust translation, read counts at individual nucleotide positions are typically sparse, making it challenging to examine uORF dynamics on individual mRNAs. To address this, we inserted the 5′ UTR of *Cdk4* or *Cdk6* into the upstream region of a firefly luciferase reporter. In addition, we also inserted the 5′ UTR of *Cdk2*, which lacks a detectable uORF, into the luciferase reporter. A Renilla luciferase reporter, serving as an internal control, and the firefly luciferase reporter were co-transfected into Raw264.7 cells. We observed a gradual increase in activity of the luciferase reporter containing a *Cdk2* 5′ UTR, consistent with the dynamic changes of global translation upon LPS treatment (Fig 1H). However, luciferase activity was significantly reduced after 6 hours when either a *Cdk4* or *Cdk6* 5′ UTR was inserted, with translation gradually recovering after 12 and 24 hours (Fig 3D). Notably, the mutant constructs with the uORF start codon changed to a nonstart codon exhibited increased reporter activity compared to the wild-type reporter (Fig 3D). In addition, we assessed the uORF translation by inserting a 3× FLAG tag immediately upstream of the stop codon of uORF. Western blot analysis revealed an increased level of the FLAG-tagged peptide after 6 hours of LPS treatment (Fig 3E), indicating enhanced uORF translation at this time point. Overall, these results suggest that upstream translation in cell cycle-related mRNAs reduces the translation of their main CDS, contributing to cell cycle arrest in the early phase of macrophage polarization.

### Dynamic shifts of codon usage affect TE of cell cycle-related genes

By analyzing TE of cell cycle-related mRNAs, we observed a gradual recovery of TE after 12 hours of LPS treatment (Figs 2E and 3D), which could be partially due to reduced upstream initiation (Fig 3B). Intriguingly, our reporter assay also showed that the translation of *Cdk2* mRNA remained elevated, although the global translation returned to normal level after 24 hours (Fig 1H). These data suggest additional mechanisms contributing the translational dynamics of cell cycle-related mRNAs. Numerous studies have demonstrated that codon usage bias is another major factor influencing TE (reviewed in [47]). We therefore analyzed codon usage bias across different gene clusters shown in Fig 1D, which uncovered distinct codon usage patterns (Fig 4A). The genes related to inflammatory response, protein transport, and metabolic processes exhibit a strong bias toward codons with G/C at the third position (GC3). In contrast, genes related mRNA translation and cell cycle showed a relative preference for codons with A/U at the third position (AU3). Notably, codon usage bias is not affected by amino acid frequency difference in different clusters, since we calculated the relative codon usage normalized by amino acid frequency (relative synonymous codon usage, RSCU [45,66]).

**Fig 4:**
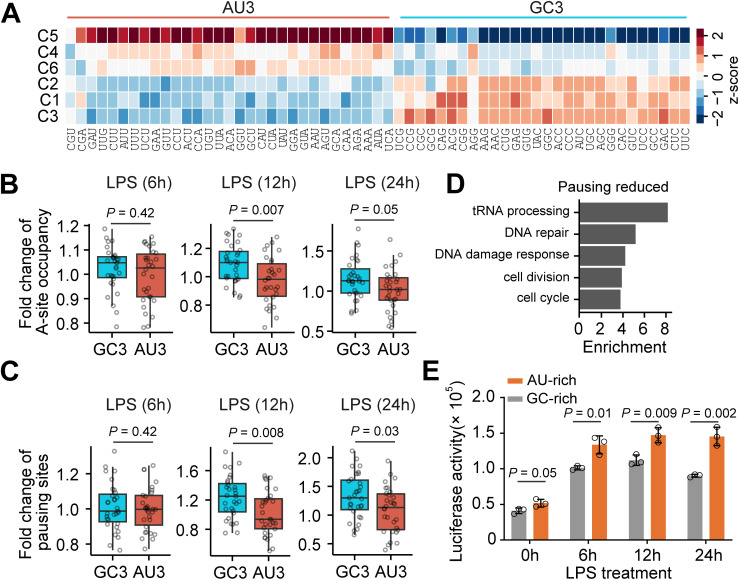
Dynamic changes in ribosomal pausing. **(A)** Heatmap showing dynamic changes in codon usage bias across different gene clusters (C1–C5) as defined in Fig 1D. Codon usage bias was quantified by the relative synonymous codon usage (RSCU) values. To visualize RSCU values across different clusters, z-score normalization for each cluster was applied using the eq. (1) in Methods. As a result, each rows have the same mean value of 0 and standard deviation of 1. **(B)** Boxplot showing fold changes in ribosomal occupancy at individual codons at the ribosomal A-site by comparing cells with (6, 12, or 24 hours) or without LPS treatment. Wilcoxon tests were performed between each pair of samples. **(C)** Boxplot showing fold changes of ribosomal pausing sites at individual codons by comparing cells with (6, 12, or 24 hours) or without LPS treatment. Wilcoxon tests were performed between each pair of samples. **(D)** GO analysis showing enriched biological processes for mRNAs with reduced ribosomal pausing sites. **(E)** Bar plot showing firefly luciferase activity when a wildtype (GC-rich) or a mutant (AU-rich) luciferase reporter was transduced into cells. Error bars represent mean ± SEM, unpaired two tailed *t* test, *n* = 3 biological replicates. The data underlying the graphs shown in the figure can be found in S1 Data.

Previous studies have reported that mRNAs enriched with AU3 codons are translated more efficiently in proliferating cells [43,67]. Since different gene clusters shown in Fig 1D were expressed in a time-dependent manner, the codon usage bias across gene clusters suggests a potential dynamic shift of codon usage during the different phases of macrophage polarization. To investigate whether TE is affected by codon usage dynamics, we calculated ribosome occupancy at all 61 individual codons. Notably, we observed a significant reduction of ribosome occupancy on AU3 codons after 12 or 24 hours of LPS treatment (Fig 4B), indicating an increase in translation elongation rate on AU3 codons. To further validate this result, we identified ribosomal pausing sites on individual mRNAs, which revealed a significant increase in ribosomal pausing sites on GC3 codons after 12 or 24 hours of LPS treatment (Fig 4C). Interestingly, GO analysis showed that mRNAs with reduced ribosomal pausing sites are enriched in the cell cycle-related process (Fig 4D). These results suggest that cell cycle-related mRNAs enriched with AU3 codons tend to be translated more efficiently during macrophage polarization after middle- or long-term LPS stimulation.

To further confirm that mRNA translation is enhanced by AU3 codons, we constructed a luciferase reporter by inserting an *N*-terminal 3× FLAG sequence enriched with GC3 codons (GC-rich). A synonymous mutant reporter was generated by replacing GC3 codons with AU3 codons, without altering the amino acid sequence (AU-rich). Both reporters were independently transduced into Raw264.7 cells, and luciferase activity was measured before and after LPS treatment. Consistent with Ribo-seq analysis, the AU-rich reporter exhibited significantly higher protein level than the GC-rich reporter, with the difference being most pronounced after 24 hours of LPS treatment (Fig 4E). In addition, we reanalyzed publicly available proteomics datasets from LPS-treated mouse BMDMs [68], which again revealed significantly enrichment of AU3 codons in mRNAs with increased protein levels after 24 hours of LPS treatment (S7A Fig). In addition to higher expression, the AU-rich reporter displayed a marked increase in mRNA stability after 6, 12, and 24 hours of LPS treatment, whereas the GC-rich reporter showed only a modest change (S7B and S7C Fig). Previous studies have found that codon optimality is a key determinant of mRNA stability in mammalian cells [48,49]. Thus, the enhanced stability of the AU-rich construct supports a shift of codon optimality toward AU-rich codons after LPS treatment. Taken together, these results support a model in which AU-rich codons contribute to the translational reprogramming observed during macrophage polarization.

### Codon usage-dependent RNA stability regulates the recovery of cell cycle-related gene expression

Mammalian cells favor GC3 codons in most protein coding sequences [69,70]. Intriguingly, when analyzing codon usage at different phases of macrophage polarization, we found that the high-abundance mRNAs in macrophages were significantly biased toward AU3 codons, suggesting that the transcriptome of macrophages could have a distinct codon usage bias from that of other cells. To further explore this possibility, we compared codon usage of the high-abundance mRNAs across mouse tissues, which revealed a clear preference of AU3 codons in macrophages (Fig 5A). In contrast, in all other mouse tissues analyzed in this study, the high-abundance mRNAs were biased toward GC3 codons.

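Ribo-seq, the sequencing of mRNA fragments protected by translating ribosomes, was performed on brain, colon, heart, kidney, lung and small intestine of mice aged 4 weeks, with 1 library per tissue. The macrophage samples were not analysed here. The authors deposited 1 RPKM value per protein-coding mRNA for each library, which gives the ribosome density as reads on the coding sequence (CDS), scaled by the length of the CDS and by the reads on all CDSs. The Methods describe alignment by STAR to 1 mRNA per gene, with reads shorter than 15 nt, multi-mapped reads and reads with more than 2 mismatches left out. These steps are written for the macrophage libraries and were taken to hold for the tissues. RPKM multiplied by CDS length gave whole reads for 100% of the values in every library. The reads on CDSs recovered in this way were 10635031 in the library labelled brain, 4504853 in that labelled colon, 8183035 in that labelled heart, 7583374 in that labelled kidney, 7730352 in that labelled lung and 7644645 in that labelled small intestine. Between 11520 and 15028 mRNAs per library had reads. With 1 library per tissue there was no replicate error, and no test was made between tissues.

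The labels were checked with 18 tissue markers, 3 per tissue, fixed in advance. The markers of heart and lung were highest in the libraries with those labels, with 6616 RPKM of Myh6 in the library labelled heart and 39332 RPKM of Sftpc in that labelled lung. The markers of the other tissues were highest under another label. Snap25, a brain marker, had 683 RPKM in the library labelled small intestine and 0.761 RPKM, from 5 reads, in that labelled brain. Gfap had 33.3 RPKM in the library labelled small intestine and was not listed in that labelled brain, where 3 reads would give 0.219 RPKM. Mbp, the remaining brain marker, differed less, with 102 RPKM in the library labelled small intestine and 24.6 RPKM in that labelled brain. Apoa4, a small intestine marker, had 3368 RPKM in the library labelled brain and 57.5 RPKM in that labelled small intestine. Umod, a kidney marker, had 16438 RPKM in the library labelled colon and 10.9 RPKM in that labelled kidney. Muc2, a colon marker, had 2486 RPKM in the library labelled kidney and 1.15 RPKM in that labelled colon. The tissue names are therefore given as labels throughout, and a direction between tissues holds for the labels only.

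**Figure D1:**
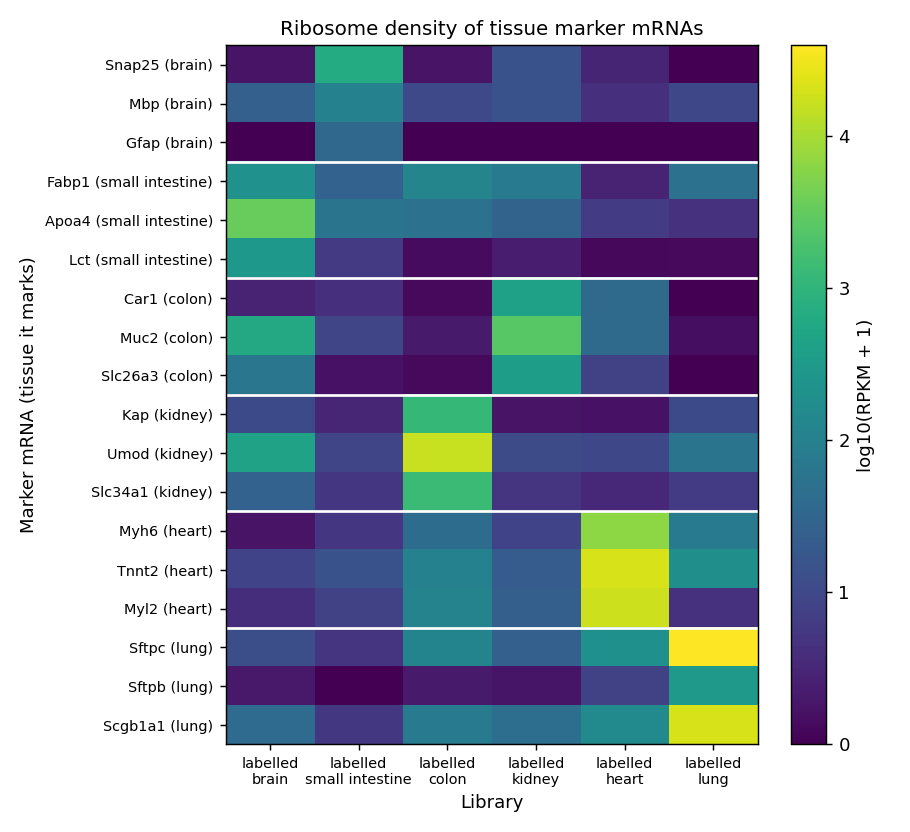
Ribosome density of the 18 tissue markers (rows, with the tissue each marks) in the 6 libraries (columns, by label), as log10(RPKM + 1) in colour. The 3 markers of each tissue are brightest in the same library, which carries that tissue's label for heart and lung only.

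Codons were counted in the CDSs of the mouse genome GRCm39, in which 98.5% of the 18437 mRNAs listed in any library were found by transcript and CDS length. The 59 codons with a synonymous alternative were used, 29 of them GC3 and 30 AU3. The high-abundance mRNAs were the 1000 with the highest RPKM in each library, the number given in the legend of Fig 1B, since the text gives none for Fig 5A. The legend of Fig 5A names housekeeping genes in place of high-abundance mRNAs, so its set may differ from these lists. Every mRNA in these lists had at least 92 reads. Each mRNA was counted once, so that its ribosome density decided whether it was in the list and not its weight. The mRNAs with the highest RPKM were Defa21, Apoa1 and Reg3b in the library labelled brain, Kri1, Rida and Umod in that labelled colon, Mb, Tpm1 and mt-Atp6 in that labelled heart, Kri1, mt-Atp6 and Klk1 in that labelled kidney, Sftpc, Scgb1a1 and Sftpa1 in that labelled lung, and Kri1, mt-Atp6 and Cpe in that labelled small intestine. Defa21 belongs to a family of near-identical genes, and its value is uncertain because multi-mapped reads were left out. Kri1, on chromosome 9 of GRCm39 from 21183454 to 21199280 on the minus strand, took 22.1% of all reads in the library labelled kidney, and 30954 reads in that labelled lung.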

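In each of the 6 libraries, more than 50% of the synonymous codons in the high-abundance mRNAs were GC3 codons. The GC3 share was 56.8% (95% interval 55.8 to 57.8) in the library labelled brain, 56.0% (55.0 to 56.8) in that labelled colon and 56.4% (55.5 to 57.4) in that labelled heart. It was 57.3% (56.3 to 58.4) in the library labelled kidney, 57.2% (56.2 to 58.2) in that labelled lung and 58.4% (57.5 to 59.3) in that labelled small intestine. The intervals come from 1000 resamples of the listed mRNAs and cover the choice of mRNAs, not the difference between animals. The interval of the library labelled small intestine lay above those labelled colon and heart and overlapped the other three, and this order has no replicate check. Counted by mRNA, between 74.5% (95% Wilson interval 71.7 to 77.1, labelled colon) and 77.7% (75.0 to 80.2, labelled small intestine) of the high-abundance mRNAs used more GC3 than AU3 codons. The mean RSCU ranged from 1.12 to 1.18 for GC3 codons and from 0.830 to 0.881 for AU3 codons.

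**Figure D2:**
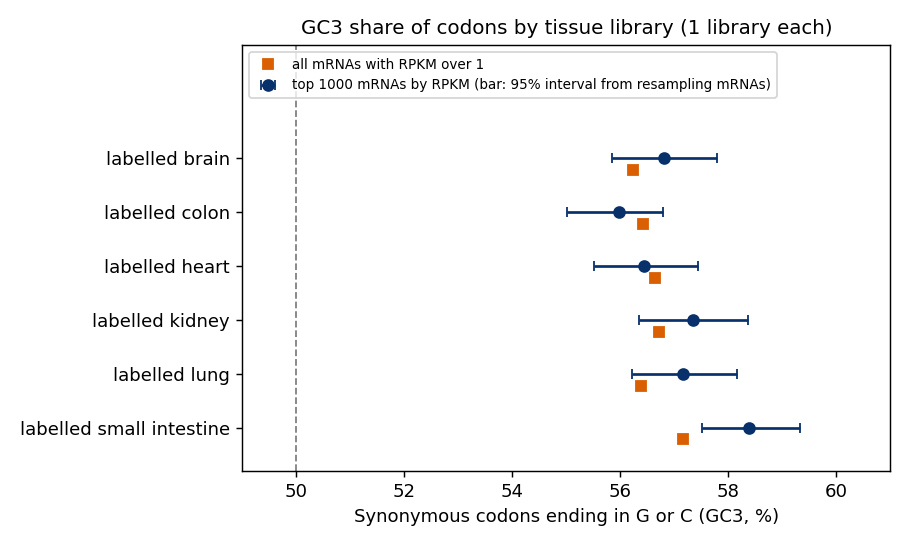
GC3 share of synonymous codons, in percent, in the 6 libraries by label (1 library each). Blue points are the top 1000 mRNAs by RPKM with the 95% interval from resampling mRNAs, orange squares all mRNAs with RPKM over 1, and the dashed line marks 50%. All points lie between 56.0% and 58.4%, to the right of the line.

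Over all CDSs found in the genome, the GC3 share was 56.6%, and 73.6% of them used more GC3 than AU3 codons. Over all mRNAs with RPKM over 1 in the same library, the GC3 share was between 56.2% (labelled brain) and 57.1% (labelled small intestine). The high-abundance list differed from this by between -0.458 percentage points (labelled colon) and 1.23 percentage points (labelled small intestine). Among 10000 random lists of 1000 such mRNAs, its GC3 share was at percentile 90.1 in the library labelled brain, 15.5 in that labelled colon, 33.2 in that labelled heart, 91.2 in that labelled kidney, 95.8 in that labelled lung and 99.6 in that labelled small intestine. These percentiles describe the libraries and are not p-values. With random lists matched on CDS length they were 14.0, 0, 0.49, 22.5, 30.8 and 62.8 in the same order, the largest move in every library except that labelled colon, which moved most with the top 2000, to 79.1. The GC3 share itself moved most, to 53.5% in the library labelled kidney, when codons were weighted by RPKM and Kri1 was left out, a setting chosen after seeing the data. Under each of the 15 settings tried it stayed over 50% in every library. Random lists of 1000 mRNAs had a median GC3 share between 56.2% (labelled brain) and 57.1% (labelled small intestine). A share over 50% therefore does not set the high-abundance mRNAs apart from other mRNAs. Among lists matched on CDS length, their share was below the median in every library except that labelled small intestine. The paper sets the GC3 bias of the tissues against the AU3 preference of macrophages in Fig 5A, and in its Discussion proposes from this contrast an adaptation of protein synthesis by tissue.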

**Fig 5:**
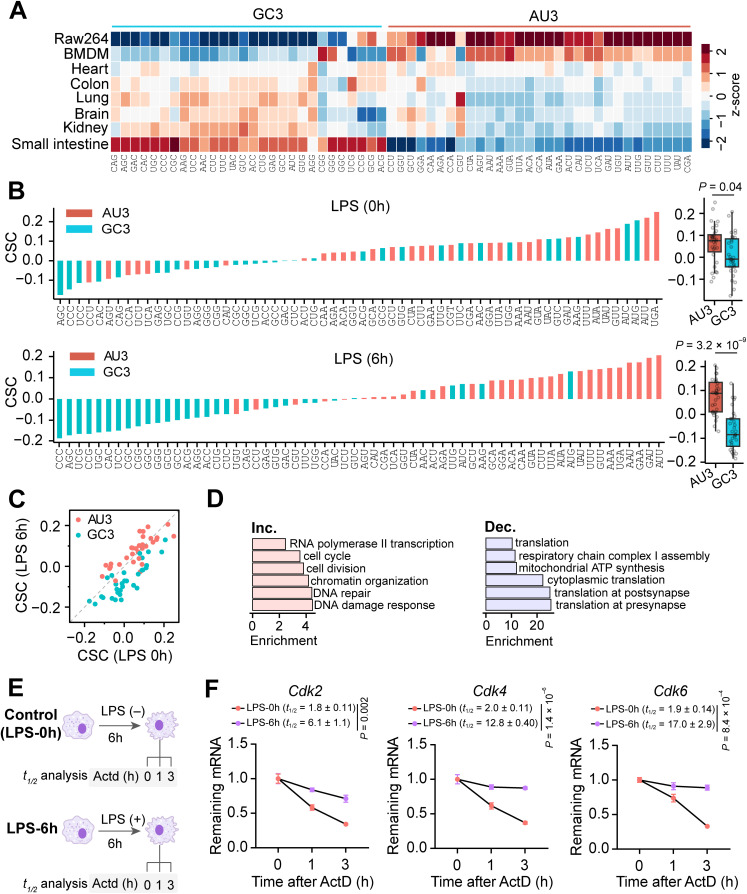
Dynamic changes in mRNA stability. **(A)** Codon usage bias of housekeeping genes across different mouse tissues. To visualize RSCU values across different clusters, a z-score normalization for cell lines or tissues was applied using the eq. (1) in Methods. As a result, each rows have the same mean value of 0 and standard deviation of 1. BMDM: mouse bone marrow-derived macrophage. **(B)** Correlation between mRNA stability and codon frequency, represented by codon stabilization coefficient (CSC). Positive CSC values indicate codons that stabilize mRNAs, whereas negative values indicate codons that destabilize mRNAs. **(C)** A scatter plot showing CSC between LPS 0 hour and LPS 6 hour. A significant increase of CSC values for AU3 codon was observed in LPS 6 hours, compared with LPS 0 hour, indicating that AU3 codon further stabilizes mRNAs after 6 hours of LPS treatment. **(D)** GO analysis showing the enriched biological processes for mRNAs with increased (left) or decreased (right) stability in 6 hours of LPS treatment. **(E)** Schematic representation of sample collection time points for mRNA half-life analysis. **(F)** Comparison of mRNA stability in cells with (6 hours) and without LPS treatment. Left: schematic representation of the experimental workflow, including LPS and time points of ActD treatment for sample collection. Line plots showing relative mRNA levels after ActD treatment. Half-life values (*t*_*1/2*_) for each LPS treated samples were estimated using a linear regression (see Methods). Unpaired two tailed *t* test was performed to determine the statistical significance between half-life values of the two samples (*n* = 3, the values in parentheses represent the half-life values ± SD). Twelve or 24 hours of LPS treatment was shown in S8C Fig. The data underlying the graphs shown in the figure can be found in S1 Data.

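The mRNAs that every tissue translates at high density can be separated from the rest of the lists. Of the 2550 mRNAs among the top 1000 of any library, 281 were in the top 1000 of all 6 and 1247 in that of 1 library only. The 281 shared mRNAs, 25 of which encode ribosomal proteins, had a GC3 share of 54.9% (95% interval 53.2 to 56.8), and 206 of them (73.3%, 95% Wilson interval 67.8 to 78.1) used more GC3 than AU3 codons. These are the same sequences in each library and contribute no difference in codon usage between tissues. The GC3 share of the remaining 719 mRNAs was 57.2% in the library labelled brain, 56.3% in that labelled colon, 56.9% in that labelled heart, 57.9% in that labelled kidney, 57.7% in that labelled lung and 59.2% in that labelled small intestine. All were above the share of the shared mRNAs, but only the interval of the library labelled small intestine (58.2 to 60.2) lay clearly above that of the shared mRNAs. The interval of the library labelled kidney began at 56.809% and that of the shared mRNAs ended at 56.811%. Whether these overlap is not settled by 1000 resamples. The number of shared mRNAs was 120 with the top 500 of each library and 663 with the top 2000.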

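RSCU values of the 6 libraries were scaled both within each library, over its 59 codons, and for each codon, over the 6 libraries. Within each library, GC3 codons had a mean z-score between 0.334 (labelled colon) and 0.448 (labelled small intestine), and AU3 codons between -0.433 and -0.323. For each codon, the mean z-score of the GC3 codons was -0.268 in the library labelled brain, -0.810 in that labelled colon, -0.465 in that labelled heart, 0.256 in that labelled kidney, 0.176 in that labelled lung and 1.11 in that labelled small intestine. Scaled in this way, a negative value places a library below the mean of the 6 and not below equal use of GC3 and AU3 codons. The library labelled small intestine had the highest RSCU at 19 of the 29 GC3 codons and the lowest at 21 of the 30 AU3 codons. Between 21 and 23 GC3 codons and between 8 and 9 AU3 codons had an RSCU above 1 in each library. For leucine, the RSCU of CUG ranged from 2.39 (labelled colon) to 2.49 (labelled lung) and that of CUC from 1.10 (labelled heart) to 1.18 (labelled small intestine). UUG, which Fig 5A lists with the AU3 codons, ranged from 0.787 to 0.828, CUU from 0.759 to 0.815, CUA from 0.440 to 0.465 and UUA from 0.330 to 0.381. The codons with the largest range between libraries were ACC, from 1.37 (labelled colon) to 1.54 (labelled kidney), and CGC, from 0.979 (labelled colon) to 1.11 (labelled small intestine). With 1 library per tissue, no error can be given for these RSCU values.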

mRNA stability is affected by codon usage via regulation of the translation elongation rate [48,49]. In human cells, GC3 codons have been shown to stabilize mRNAs [71]. We validated this association in other cell lines, including mouse embryonic stem cells and embryoid body cells, using public datasets [72]. Interestingly, the results revealed a cell type-specific effect of codon usage on mRNA stability (S8A and S8B Fig). Having found a shift in the stability of reporter mRNAs (S7 Fig), we next investigated the association between codon usage and mRNA stability in the transcriptome of macrophages. Notably, our analysis revealed that AU3 codons in macrophages, rather than GC3 codons, stabilize mRNAs (Fig 5B), echoing AU3 codon preference in macrophages. We next investigated whether mRNA stability is affected by dynamic codon usage during macrophage polarization. Strikingly, we found that mRNAs enriched in AU3 codons showed increased stability after 6 hours of LPS treatment (Fig 5B and 5C). Moreover, mRNAs with increased stability were enriched in cell cycle-related process (Fig 5D). In contrast, the mRNAs with reduced stability were enriched in translation and mitochondrial ATP synthesis. These data suggest that mRNA turnover is associated with dynamic changes of codon usage during macrophage polarization. In macrophages, the increased degradation rate of translation-related mRNAs after 6 hours of LPS treatment could imply fast turnover of these mRNAs and a reduction in the global translation level after middle- or long-term LPS treatment (Fig 1F and 1G). In contrast, although translation of the cell cycle-related mRNAs was decreased after 6 hours of LPS treatment, the mRNAs remained stable, which promoted the rapid expression of cell cycle-related mRNAs after middle- or long-term LPS treatment using the preexisting mRNAs. We further validated this result by estimating the half-life of endogenous cell cycle-related genes *Cdk2*, *Cdk4*, and *Cdk6* via qPCR analysis (Fig 5E), which revealed a significantly increased mRNA half-life after LPS treatment (Figs 5F and S8C). Taken together, these data uncovered a codon usage-associated regulation on mRNA stability, which could suggest a rapid adaptive response to environmental perturbations in a posttranscriptional manner.

## Discussions

Macrophages require precise regulatory mechanisms to respond rapidly to environmental perturbations while maintaining homeostasis to prevent excessive inflammatory responses. Protein translation regulation provides a rapid and reversible way to enable macrophages to produce necessary inflammatory mediators using preexisting mRNAs. In this study, our comprehensive analysis of translational regulation during acute, intermediate, and long-term LPS exposure revealed sophisticated translational control to orchestrate the inflammatory response (Fig 6).

**Fig 6:**
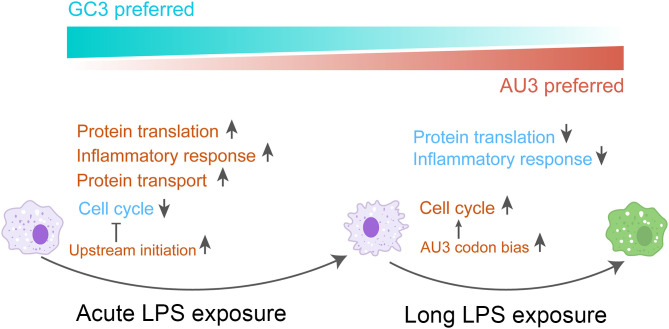
Translational regulation during macrophage polarization. LPS stimulation induces time-dependent translational regulation, which is associated with uniquely dynamic changes of codon usage in macrophages.

### Translational regulation across phases of inflammation

During the initial phase of polarization, macrophages exhibit a dramatic increase in translational activity through mTOR pathway activation, supporting the substantial demand for inflammatory mediators and cytokines (>1,000-fold increase in inflammation-related proteins). Concurrent with elevated cytokine production, we observed upregulation of protein transport machinery, suggesting coordinated adaptation of multiple pathways during the inflammatory response. In addition, both the transcription and translation of cell cycle-related genes are suppressed during early polarization, which may represent a protective mechanism against apoptosis when mTOR is activated by inflammatory signals rather than nutritional signals [73]. Notably, we identified pervasive upstream translation in the 5′ UTRs of cell cycle-related genes, including the checkpoint genes *Cdk4* and *Cdk6*, which contribute to cell cycle arrest during the early phase of inflammatory response.

After prolonged LPS exposure, macrophages tend toward homeostatic recovery, characterized by attenuated translational activity and inflammatory responses, accompanied by cell cycle restoration. Interestingly, we observed a dynamic shift of codon usage that supports cell cycle restoration. Cell cycle-related mRNAs are enriched in AU3 codons. After prolonged LPS exposure, the AU3 codons are translated more efficiently than GC3 codons, which thus promotes TE of cell cycle-related mRNAs. Furthermore, mRNAs enriched in AU3 codons become more stable over time, which further enhances the rapid expression of cell cycle-related proteins during recovery.

### Unique characteristics of codon usage in macrophages

Perhaps the most unexpected finding is a phase-specific shift in codon usage during macrophage polarization. We found that mouse macrophages exhibit a unique bias for AU3 codons, in contrast to the GC3 preference observed in other mouse tissues [69,70]. This distinctive codon usage pattern indicates a tissue-specific adaptation of protein synthesis. Intriguingly, the preference for AU3 codons in macrophages resembles the codon usage bias observed in many bacteria, which suggests a possible coevolutionary relationship between the innate immune system and bacterial organisms [74,75]. Using small RNA-seq, we found that the tRNA pool in macrophages was still biased toward GC3 codons (S9 Fig), consistent with observations in other cell types, indicating that AU3 codons in macrophages are relatively nonoptimal under normal condition. Therefore, AU3 codon usage bias in macrophages could suggest that many highly abundant mRNAs (e.g., cell cycle-related mRNAs) remain translationally inactive despite higher basal mRNA levels. Upon prolonged LPS exposure, translation of AU3 codons becomes more efficient than that of GC3 codons, suggesting a shift of tRNA pool from GC3 bias to AU3 bias, a phenomenon similar to the dynamic changes of tRNA pool observed during T-cell activation [11].

### Therapeutic implications of codon usage in macrophages

Understanding the unique features of codon usage and its dynamics in macrophages during inflammation has significant therapeutic potential. Mammalian genomes are well known biased toward GC3 codons, and GC3 codons in many human and mouse source cell lines are more optimal than AU3 codons [76]. Therefore, when designing an mRNA sequence for a vaccine or medicine, most strategies tend to increase GC content (more GC3 codons) [77,78]. However, our findings on the dynamics of codon usage bias and the unique AU3 codon usage bias in macrophages highlight a cell type-specific optimization when designing an mRNA sequence.

## Methods

### Cell culture and reagents

RAW264.7 cells were cultured in 90% DMEM (C11995500BT, Gibco) supplemented with 10% FBS (FSP500, ExCell Bio). Human HEK293T cells were cultured in 90% DMEM (C11995500BT, Gibco) supplemented with 10% FBS (FSP500, ExCell Bio), 10,000 units/mL penicillin and 10,000 μg/mL streptomycin (10378016, Gibco). LPS (L5293, Sigma-Aldrich) was used to construct the macrophage inflammation model. Puromycin (A610593-0025, Sangon Biotech) was used for puromycin labeling and cell line construction. Actinomycin D (HY-17559, MedChem Express) was used for endogenous mRNA stability analysis. Antibodies used in this study were listed below: Akt (4685S, Cell Signaling Technology, 1:1000 WB), Phospho-Akt (4060S, Cell Signaling Technology, 1:1000 WB), p70 S6 Kinase (9202S, Cell Signaling Technology, 1:1000 WB), Phospho-p70 S6 Kinase (9205S, Cell Signaling Technology, 1:1000 WB), 4E-BP1 (9644T, Cell Signaling Technology, 1:1000 WB), Phospho-4E-BP1 (9451T, Cell Signaling Technology, 1:1000 WB), Puromycin (MABE343, Sigma-Aldrich, 1:5000 WB), DYKDDDDK Tag (8146S, Cell Signaling Technology, 1:800 WB), Firefly luciferase (ab185924, Abcam, 1:1000 WB), and β-actin (BS6007MH, Bioworlde, 1:2000 WB).

### Bone marrow-derived macrophages (BMDMs) isolation and culture

Eight-week-old female mice with a C57BL/6J background were purchased from Model Organisms (Shanghai, China). The protocols were approved by the Zhejiang University Institutional Animal Care and Use Committee (ZJU20241086). Bone marrow flushed from femurs and tibias was plated in 90% RPMI-1640 (C11875500BT, Gibco) supplemented with 10% heat-inactivated FBS (FSP500, ExCell Bio). Macrophage colony-stimulating factor (R&D Systems, 416-ML) was added at a final concentration of 5 ng/ml to obtain differentiated macrophages every 2 days for 6 days.

### Plasmid construction

The pLVX-puro vector was double-digested with EcoRI (R3101L, New England Biolabs) and NdeI (R0111V, New England Biolabs). A CMV fragment without the T7 promoter was amplified by PCR. The amplified fragment was then seamlessly cloned into the digested vector. Subsequently, a Kozak-Start-Luciferase fragment was inserted into the XhoI (R0146S, New England Biolabs) and XbaI (R0145S, New England Biolabs) sites of the modified vector, which was named pLVX-Kozak-puro. The 5′ UTRs of *Cdk2*, *Cdk4*, and *Cdk6* genes were synthesized by GenScript, and cloned into the pLVX-Kozak-puro vector between EcoRI and XbaI. The 3× FLAG fragment and the mutant fragment, in which the third bases of codons in 3× FLAG were synonymously mutated to A or T, were cloned together with the downstream luciferase fragments into the pLVX-Kozak-puro vector between XhoI and XbaI. The primers were listed in S1 Table.

### Cell line construction

HEK293T cells were seeded in 6-well plates and cultured in DMEM supplemented with 10% FBS at 37 °C with 5% CO₂. The four plasmids for lentiviral packaging were transfected into 293T cells using Lipo8000 Transfection Reagent (C0533, Beyotime) according to the manufacturer’s protocol. At 48- or 72-hours post-transfection, the virus-containing supernatant was collected. The supernatant was centrifuged at 3,000 rpm for 10 min to remove cell debris, and then filtered through a 0.45 μm filter (FF375, Beyotime). Genemore viral concentration kit (GM-040801, Genomeditech) was used to improve virus infection efficiency. RAW264.7 cells were seeded in 6-well plates and allowed to adhere overnight. One aliquot of the concentrated virus was used to infect RAW264.7 cells in the presence of polybrene (8 μg/ml) (C0351, Beyotime). After 24 hours, a second aliquot of the virus was added to the cells. At 48 hours postinfection, the medium was replaced with complete medium containing 2 μg/mL puromycin. The cells were selected with puromycin for 3 days. Surviving cells were expanded and used for further experiments.

### Luciferase assay

The constructed WT and Mut cell lines were seeded in 24-well plates, and stimulated with LPS for 6, 12, or 24 hours. The cells were washed twice with PBS, and then assayed for luciferase activity using a luciferase assay kit (E1500, Promega) according to the manufacturer’s protocol. Luminescence was quantified using a microplate reader (BMG LABTECH).

### RNA extraction and qPCR

Total RNA was extracted from cells using TRIzol LS (10296028CN, Thermo Fisher Scientific), and 500 ng of RNA was reverse-transcribed using HiScript III RT SuperMix for qPCR (+gDNA wiper) (R323, Vazyme). The resulting cDNA was diluted with an equal volume of water and used for qPCR on a CFX Duet Real-Time PCR System (Bio-Rad), using Taq Pro Universal SYBR qPCR Master Mix (Q712, Vazyme). Primers for each gene were listed in S2 Table.

### Immunoblotting

Cell lysates were prepared in RIPA buffer (P0013C, Beyotime) supplemented with protease (K1007, APExBIO) and phosphatase inhibitor cocktail (K1015, APExBIO). After incubating on ice for 15 min, the lysates were heated for 10 min, 100 °C in SDS-polyacrylamide gel electrophoresis (SDS-PAGE) sample buffer (P0286, Beyotime). Proteins were separated on a 10% SDS-polyacrylamide gel and transferred to a 0.2 μm Immobilon-PSQ (ISEQ00010, Merck Millipore). The membranes were blocked by 5% nonfat dry milk in TBS-T (TBS containing 0.1% Tween 20), and then blotted with primary antibodies overnight. After incubation with HRP-conjugated secondary antibodies (BL003A, Biosharp) for 1 hour at room temperature, membranes were visualized with chemiluminescence (ECL, Yeasen).

### Puromycin labeling

The cells at 70%–80% confluence were treated with puromycin (final concentration: 10 μg/mL) for 10 min before being split, and then lysed on ice in SDS-PAGE protein sample loading buffer (P0286, Beyotime). The proteins were transferred to a 0.2 μm Immobilon-PSQ (ISEQ00010, Merck Millipore). The membranes were blocked for 1 hour in TBS containing 5% nonfat milk and 0.1% Tween 20, followed by incubation with puromycin antibodies (1:5000 dilution) overnight at 4 °C. The membrane was visualized using enhanced chemiluminescence.

### Flow cytometry

The cells were harvested, fixed in 75% ethanol, and stained with a commercial kit (C1052, Beyotime) according to the manufacturer’s instructions, followed by cell cycle analysis using Cytoflex (Beckman Coulter) and data analysis with FlowJo (Tree Star) to determine the percentage of cells in G0/G1, S, and G2/M phases.

### Ribosome profiling

Ribosome profiling was performed following the protocol in our previous study [51], with a few modifications according to the previous study [79]. In brief, RAW264.7 cells were seeded in 6 cm dishes and cultured. After treatment with LPS for the indicated times (0, 6, 12, and 24 hours), the cells were washed with cold PBS. Then, 300 μl of lysis buffer was added, and the cells were quickly scraped and collected in RNase-free tubes. The sample was centrifuged at 12,000 rpm for 10 min at 4 °C, and the supernatant was sent to Novogene for RNA-seq library construction. For Ribo-seq, approximately 200 μl of the supernatant was treated with RNase I (AM2295, Thermo Fisher Scientific) for 3 hours at 4 °C, followed by RNA extraction using TRIzol LS. The extracted RNA was denatured at 65 °C for 20 min and run on a 15% TBE-Urea gel. The band around 25–35 nt was excised and eluted overnight in RNA elution buffer (300mM NaAc,1 mM EDTA) at 4 °C. The RNA was precipitated with an equal volume of isopropanol. The RNA was treated by T4 Polynucleotide Kinase (M0201L, New England Biolabs), and then polyadenylated using *Escherichia coli* poly(A) polymerase (M0276L, New England Biolabs) at 37 °C for 30 min. The cDNA library was generated using Template switching RT enzyme mix (M0466L, New England Biolabs) according to the manufacturer’s instructions. The cDNA library was amplified by PCR using Phanta flash super-fidelity DNA polymerase (P521-d1, Vazyme) with barcoded primers following the instructions of Illumina sequencing libraries. The PCR product was run on an 8% TBE gel, and a band around 185 bp was excised and recovered using DNA PAGE Gel Extraction Kit (D0058S, Beyotime). The recovered DNA was sent to Novogene for sequencing.

### Sequencing read alignment

The 3′ adaptors of the raw sequencing reads were trimmed using the software Cutadapt [80]. The trimmed reads with length shorter than 15 nt were discarded. The trimmed reads were then aligned to mouse transcriptome using the software STAR [81]. To compile the mouse reference transcriptome, the genome and annotation files were downloaded from EBSEMBL database (GRCm39.107). The protein coding mRNAs were extracted according to the annotation file using a house-hold script. For each gene, the transcript isoform with the longest CDS was selected as a representative transcript for the gene. To avoid ambiguity, reads aligned to multiple positions or with >2 mismatches were excluded.

### Prediction of the ribosome P-site

Constructing Ribo-seq library using a template-switch method leads to a variable 5′ end, due to the ambiguous number of untemplated nucleotides during reverse transcription [82]. We therefore employed a random forest method (“randomForest” package in R), as used in the previous study [83], to predict the position of P-site. As a result, a clear 3-nucleotide periodicity of Ribo-seq reads was observed, and the overall in-frame rate reached approximately 74%, indicating high Ribo-seq quality and accurate P-site assignment (S1 and S2 Figs).

### Differential analysis of gene expression

We counted the number of Ribo-seq reads or RNA-seq reads aligned to the CDS of individual mRNAs using a house-hold script. The differential analysis for Ribo-seq or RNA-seq between samples (e.g., LPS 0 hour versus LPS 6 hours) was done by the software DESeq2 [84]. mRNAs with total reads in two samples <10 were excluded from analysis. mRNAs with false discovery rate (FDR) < 0.05 and fold change >1 were defined as significantly upregulated mRNAs. mRNAs with FDR < 0.05 and fold change <1 were significantly downregulated mRNAs. The significantly changed mRNAs were then analyzed by DAVID [85] to identify enriched biological processes.

### Analysis of variance (ANOVA)

To identify gene clusters with distinct expression patterns at different time points after LPS treatment, we performed ANOVA using the R function “aov”. The resulting *P* values were adjusted for multiple comparisons using the FDR method. mRNAs with FDR < 0.05 were considered significantly differentially expressed. These mRNAs were subsequently clustered and visualized using the “heatmap.2” function in R, with “ward.D” as the hierarchical clustering method. Based on the clustering results, the differentially expressed mRNAs were divided into six groups using the “cutree” function in R. Each group was then analyzed using DAVID to identify enriched biological processes.

To visualize the expression patterns of individual mRNAs in heatmaps, we applied z-score normalization across time points for each gene using the following equation:

$${z-score}_{ij}=\frac{{value}_{ij}-\mu_{i}}{\sigma_{i}}\;$$ (1)

where ${value}_{ij}$ refers to the expression level (e.g., RPKM or TE) of gene i at time point $j\times u_{i}$ and $\sigma_{i}$ refer to the mean and standard deviation, respectively, of the expression values of gene i across all time points.

### Analysis of codon usage bias

We used the RSCU index to measure the codon usage bias [45]. The RSCU is calculated using following equation.

$${RSCU}_{ij}=\frac{x_{ij}}{\frac{\text{1}}{n_{i}}\sum_{j=\text{1}}^{n_{j}}x_{ij}}$$ (2)

where $x_{ij}$ refers to the frequency of codon j encoding amino acid i in a specific gene cluster. $n_{i}$ refers to the total number of codons that encode the amino acid i.

### Calculation of codon occupancy at ribosomal A-site

For each mRNA, ribosome footprints mapped to the same codons within the coding sequence (CDS) were counted and normalized by the average footprint density across the CDS. Only codons positioned at the ribosomal A-site were considered. mRNAs with total CDS footprints <32 were excluded. Footprints with A-site located to the first and last 30 codons were also excluded. The normalized ribosome occupancies at the same codons were averaged over the transcriptome.

### Identifying ribosomal pausing sites

We first counted the number of footprints on individual mRNA codons. mRNAs with total read counts <10 were excluded from analysis. Then, we applied a zero-truncated binomial negative model to determine the codons with a statistically significant (*P* < 0.05) number of read counts [86,87].

### Identifying uORFs

We applied our previously established method to identify translated uORF based on Ribo-seq data in macrophages [51]. In brief, all potential uORFs were extracted, defined as regions starting with AUG, CUG, UUG, or GUG, and ending with UAG, UGA, or UAA. We then performed a Wilcoxon rank-sum test to determine whether there were significantly more in-frame reads compared to the other two frames, a similar method developed in the previous study [88]. The resulting two *P* values were combined using a Stouffer’s method. The *P* values were then corrected using FDR method. The uORFs with FDR < 0.1 were considered to be robustly translated.

### mRNA stability analysis

The cells at 70% to 80% confluence were treated with LPS at the indicated times, followed by Actinomycin D (ActD, 5 μg/ml) treatment with 0, 1, or 3 hours. Total RNA was extracted following the methods mentioned above. To assess transcriptome stability, total RNA was sent to Novogene for RNA-seq library construction and sequencing. Data analysis was performed using the same pipeline as described above for Ribo-seq. mRNA stability was calculated using following equations.

$$\text{ln}\left(\frac{{RPKM}_{t}}{R{PKM}_{t\text{0}}}\right)=-\lambda t$$ (3)

$$t_{\text{1}/\text{2}}=\frac{\text{ln}(\text{2})}{\lambda }$$ (4)

where ${RPKM}_{t}$ and ${RPKM}_{t\text{0}}$ refer to the RPKM values at time points t and 0 hours after ActD treatment, respectively. The slope λ was estimated by a linear regression. Only the sequences with estimated *P* value < 0.05 and *R*^2^ > 0.5 were used in downstream analysis.

To estimate the stability of individual mRNAs using qPCR analysis, relative mRNA level of the indicated mRNA (e.g., *Cdk2*, *Cdk4*, and *Cdk6*) was calculated based on qPCR analysis. mRNA stability is calculated using eqs. (3) and (4).

### Calculation of codon stabilization coefficient (CSC)

We calculated CSC values based on method in previous studies. In brief, a CSC value refers to the Pearson correlation between the frequency of a codon in an mRNA and the stability of the mRNA. A positive value for a codon indicates that the codon stabilizes the mRNA, whereas a negative value indicates that the codon destabilizes the mRNA.

## Supporting information

S1 Fig Ribo-seq analysis of macrophages in response to LPS treatment. **(A)** Heatmap showing the correlation between RNA-seq and Ribo-seq samples treated with LPS for 0, 6, 12, or 24 hours (*n* = 2 biological replicates). **(B)** RT-qPCR results of classical macrophage inflammatory genes at indicated time (0, 6, 12, and 24 hours) under LPS treatment. Error bars represent mean ± SEM, unpaired two tailed *t* test, *** *P* < 0.001, *n* = 6 biological replicates. **(C)** Length of footprint reads. A typical footprint length distribution of Ribo-seq, with a median length around 29 nt, is observed across all samples (*n* = 2 biological replicates). **(D)** Regions (5′ UTR, CDS, and 3′ UTR) of footprint reads are located to. Majority of reads (~85%) were mapped to CDS (*n* = 2 biological replicates). The data underlying the graphs shown in the figure can be found in S1 Data.
(PDF)

S2 Fig Quality analysis of Ribo-seq. **(A)** Aggregation plotting showing mean Ribo-seq reads around the start and stop codon. A typical 3-nt periodicity can be observed in all samples (*n* = 2 biological replicates). **(B)** Fraction of Ribo-seq reads in different reading frames. “0” indicates in-frame reads, “1” and “2” indicate the frame 1 and frame 2 reads, respectively. The average in-frame rate for all samples is around 72%, suggesting a high-quality of Ribo-seq dataset (*n* = 2 biological replicates). The data underlying the graphs shown in the figure can be found in S1 Data.
(PDF)

S3 Fig Analysis of inflammatory and translational response to LPS in macrophages. **(A)** Principal component analysis (PCA) plot of RNA-seq and Ribo-seq samples. mRNAs with RPKM > 1 were used for analysis (*n* = 2 biological replicates). **(B)** Scatter plots illustrating expression changes at the level of transcription (X-axis, RNA-Seq) and translation (Y-Axis, Ribo-Seq). mRNAs with fold change of TE > 2 were defined as the group “TE up”, and mRNAs with fold change of TE < 0.5 were defined as the group “TE down”. A mean value of the two biological replicates was used. **(C)** Box plots showing the distribution of gene expression levels in 6 clusters (based on the data in Fig 1D) at both translational and transcriptional levels. A mean value of the two biological replicates was used. **(D)** Heatmap showing the translation efficiency (TE) values of ribosomal proteins and initiation factors. TE was calculated as the ratio of Ribo-seq over RNA-seq. A mean value of the two biological replicates was used. **(E)** Quantification of the immunoblot of key proteins in mTOR pathway, related to the western blot of Fig 1G (*n* = 3 biological replicates). The data underlying the graphs shown in the figure can be found in S1 Data.
(PDF)

S4 Fig Analysis of translational response to LPS in mouse BMDMs. **(A)** A representative western blot of mouse BMDMs before and after LPS treatment at indicated timepoints. **(B)** Quantification of the immunoblot of key proteins in mTOR pathway, related to the western blot of S4A Fig (*n* = 3 biological replicates). **(C)** Puromycin labeling assay in BMDMs before and after LPS treatment. Bar plots show the relative levels of puromycin-labeled nascent chains quantified by densitometry. Error bars represent mean ± SEM, unpaired two tailed *t* test, *** *P* < 0.001, *n* = 3 biological replicates. The data underlying the graphs shown in the figure can be found in S1 Data. Raw blot images can be found in S1 Raw Images.
(PDF)

S5 Fig Analysis of cell cycle-related mRNAs during macrophage polarization. **(A)** RT-qPCR analysis for checkpoints associated with different phases of the cell cycle at different timepoints. Error bars represent mean ± SEM, unpaired two tailed *t* test, **P < 0.01, *** *P* < 0.001, *n* = 3 biological replicates. **(B)** Original RPKM values of cell cycle-related mRNAs detected by Ribo-seq and RNA-seq. Translation efficiency (TE) was also calculated by the ratio of Ribo-seq over RNA-seq. **(C)** Flow cytometry analysis of cell cycle. Error bars represent mean ± SEM, unpaired two tailed *t* test, **P < 0.01, *** *P* < 0.001, *n* = 3 biological replicates. **(D)** The volcano plots (left) depicting changes in protein translation in mouse BMDM cells treated with LPS for 6 or 24 hours, compared to the control group. The bar plots (right) display the results of GO analysis for upregulated and downregulated genes. The data underlying the graphs shown in the figure can be found in S1 Data.
(PDF)

S6 Fig 5′ UTR features of cell cycle-related mRNAs. **(A–C)** Box plot showing length **(A)**, GC content **(B)**, and folding free energy **(C)** of 5′ UTR in cluster 4 (cell cycle-related mRNAs) compared to other mRNAs. Wilcoxon tests were performed between each pair of samples. **(D)** The scatter plot (left) shows initiation potential values for individual transcripts in 0 hours and 6 hours of LPS treatment. Transcripts with a fold change in initiation potential >2 are highlighted in red (high), and those with a fold change <0.5 are highlighted in blue (low). The bar plot (right) displays enriched biological processes among mRNAs with high initiation potential in 6 hours of post-LPS treatment. The data underlying the graphs shown in the figure can be found in S1 Data.
(PDF)

S7 Fig Codon usage analysis in macrophages response to LPS treatment. **(A)** Mouse BMDMs with or without LPS treatment (24 hour) were subjected to proteomics analysis. The mRNAs with increased or decreased protein levels were extracted, and the codon usage in the two groups of mRNAs was calculated. Fold change of y-axis indicates the fold change of codon usage in mRNA group with increased protein level over codon usage in mRNA group with decreased protein level. Wilcoxon tests were performed between each pair of samples. **(B)** RT-qPCR results of reporter mRNAs at indicated time (0, 6, 12, and 24 hours) under LPS treatment. Error bars represent mean ± SEM, *n* = 3 biological replicates. **(C)** RNA stability analysis between cells with or without LPS treatment. Line plots showing relative mRNA levels after ActD treatment. Half-life values (*t*_*1/2*_) for each LPS treated samples were estimated using a linear regression (see Methods in the main text). unpaired two tailed *t* test was performed to determine the statistical significance between two samples (*n* = 3, the values in parentheses represent the half-life values ± SD). The data underlying the graphs shown in the figure can be found in S1 Data.
(PDF)

S8 Fig Codon usage bias and mRNA stability in mouse cell lines. **(A, B)** show the correlation between codon frequency and mRNA stability from mouse ESC or EB cells. Wilcoxon tests were performed between each pair of samples. **(C)** RNA stability analysis between cells with or without LPS treatment. Line plots showing relative mRNA levels after ActD treatment. Half-life values (*t*_*1/2*_) for each LPS treated samples were estimated using a linear regression (see Methods in the main text). Unpaired two tailed *t* test was performed to determine the statistical significance between two samples (*n* = 3, the values in parentheses represent the half-life values ± SD). The line plots in bottom panels showing mRNA levels after DMSO treated at different points. DMSO treatment did not lead to increased mRNA levels in LPS-treated cells, arguing against the enhanced mRNA stability observed following LPS stimulation is not due to DMSO treatment. The data underlying the graphs shown in the figure can be found in S1 Data.
(PDF)

S9 Fig Expression of tRNAs measured by small RNA-seq. All tRNAs were grouped into AU3 or GC3 codons based on their decoding codons.
(PDF)

S1 Table uORFs identified in this study.

S2 Table Primers used in this study.

S1 Data Numerical values underlying all graphs in the main body and Supporting information.

S1 Raw Images Uncropped version of all western blot images and flow gating in the main body and Supporting information.
(PDF)

## Abbreviations

ANOVA: analysis of variance
BMDMs: bone marrow-derived macrophages
CDS: coding sequence
CSC: codon stabilization coefficient
FDR: false discovery rate
Il-1β: interleukin-1 beta
Il-6: interleukin-6
JNK: C-Jun N-terminal kinase
LPS: lipopolysaccharide
mTOR: mammalian target of rapamycin
mTORC1: mTOR complex 1
PCA: principal component analysis
RSCU: relative synonymous codon usage
TE: translation efficiency;
Tnf-α: tumor necrosis factor-alpha
TOP: terminal oligopyrimidine tract
uORFs: upstream open reading frames

# Supplementary material for: Unconventional codon usage bias mediates mRNA translational dynamics in macrophages
**Source:** PLoS Biol. 2025 Sep 18;23(9):e3003403. doi: 10.1371/journal.pbio.3003403
**Supplement:** S1 Raw Images — Uncropped version of all western blot images and flow gating in the main body and Supporting information.

Figure 1G Akt

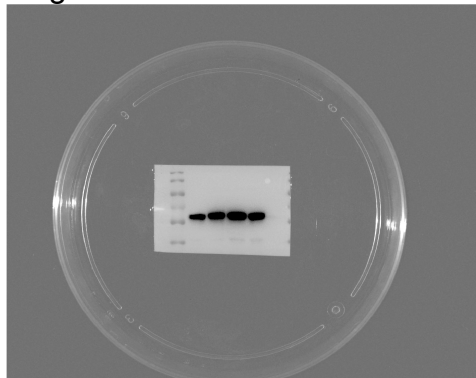

Figure 1G p-Akt

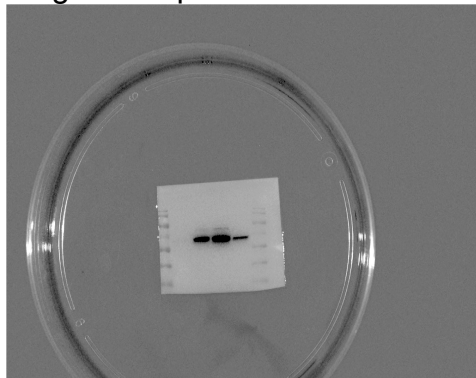

Figure 1G p70S6K

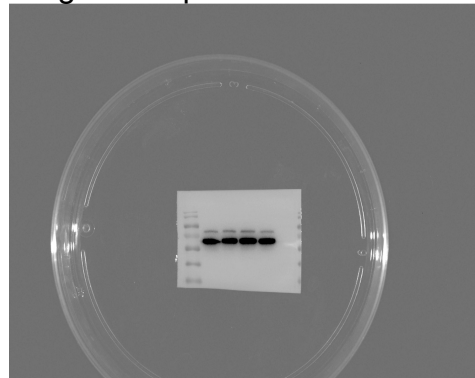

Figure 1G p-p70S6K

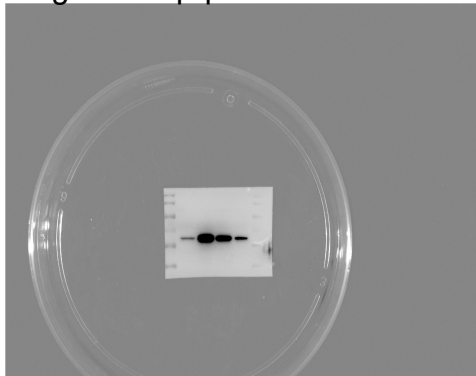

Figure 1G 4EBP1

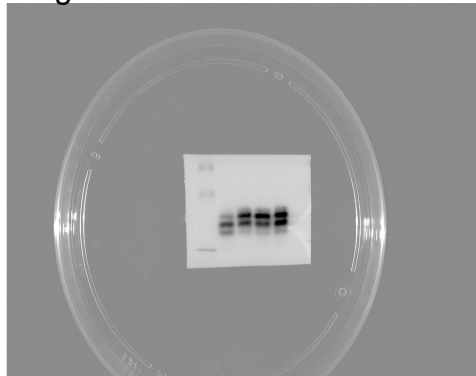

Figure 1G p-4EBP1

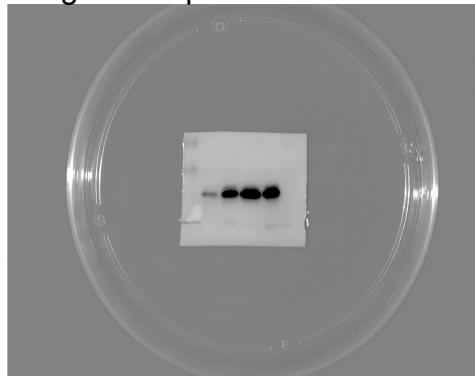

Figure 1G  $\beta$ -actin

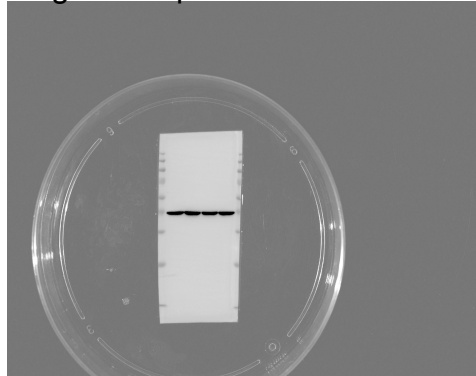

Figure 1H Puro

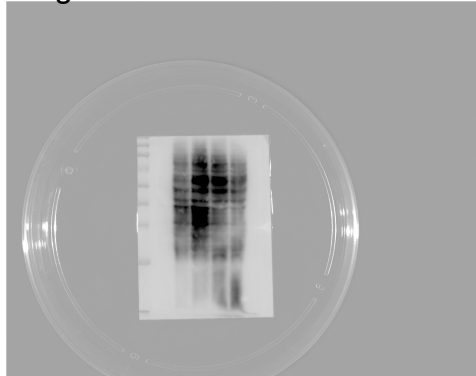

Figure 1H  $\beta$ -actin

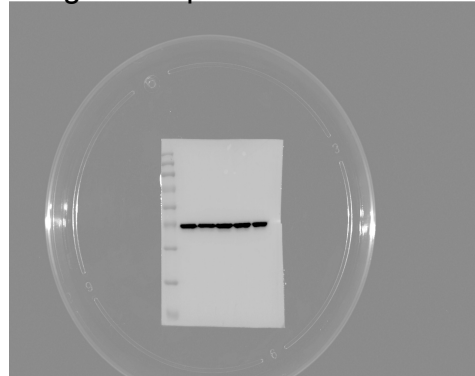

Figure 3E Flag (up)

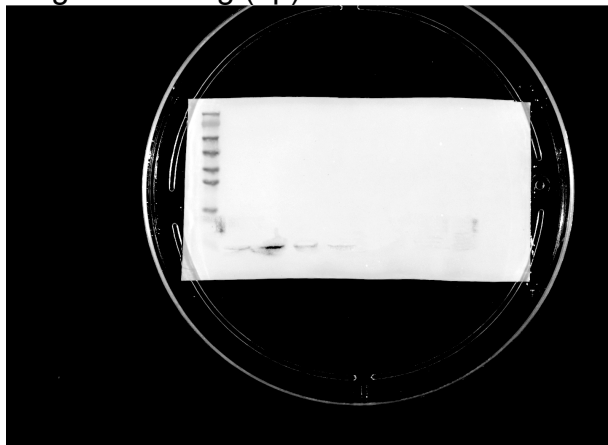

Figure 3E Fluc (down)

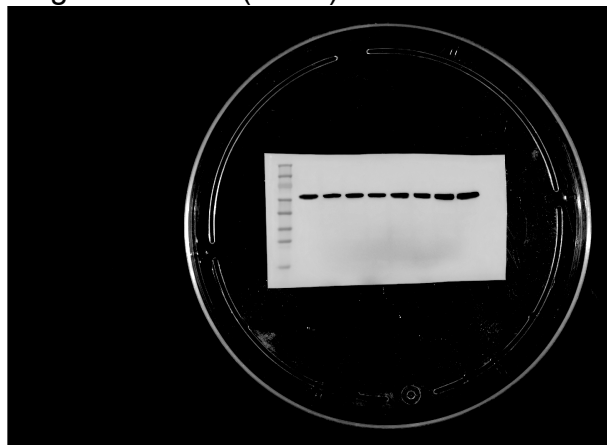

Figure 3E Flag (up)

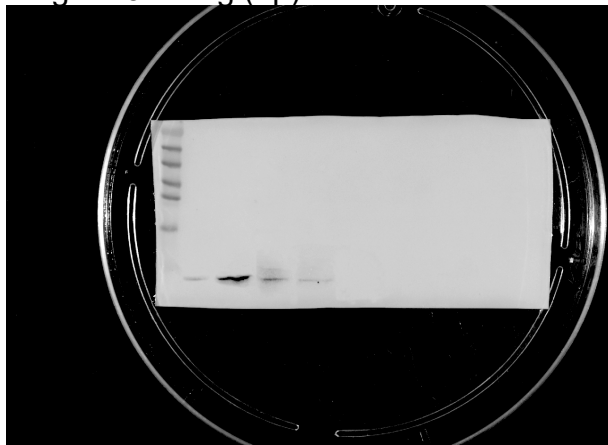

Figure 3E Fluc (down)

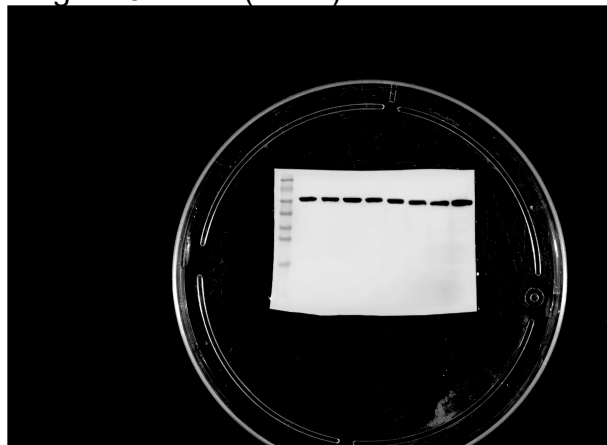

Figure S4A Akt

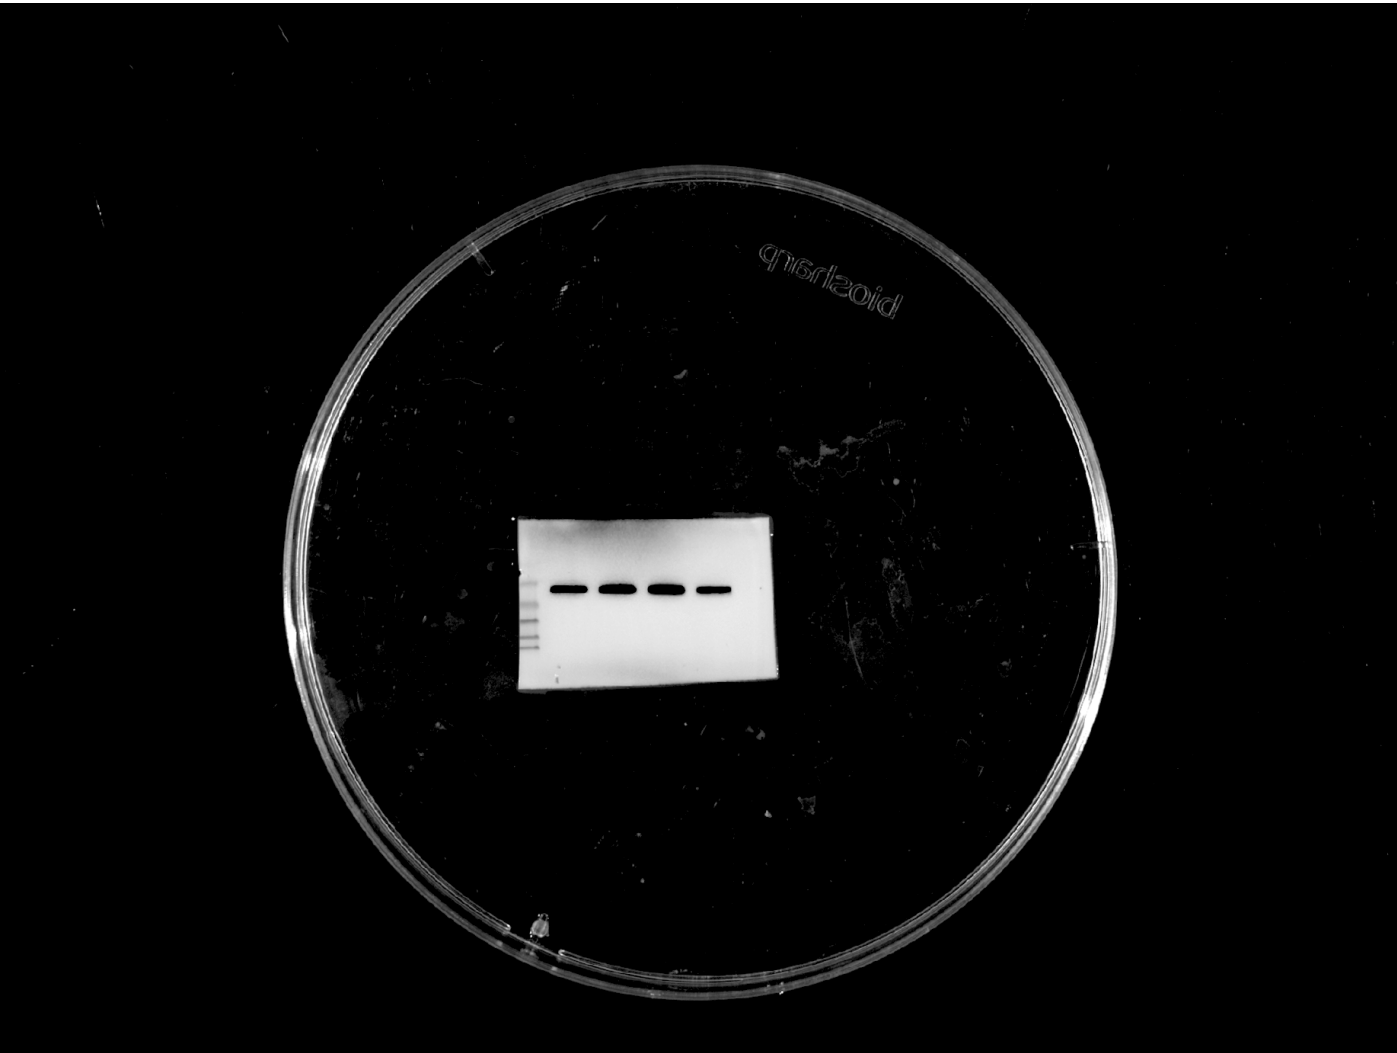

Figure S4A p-Akt

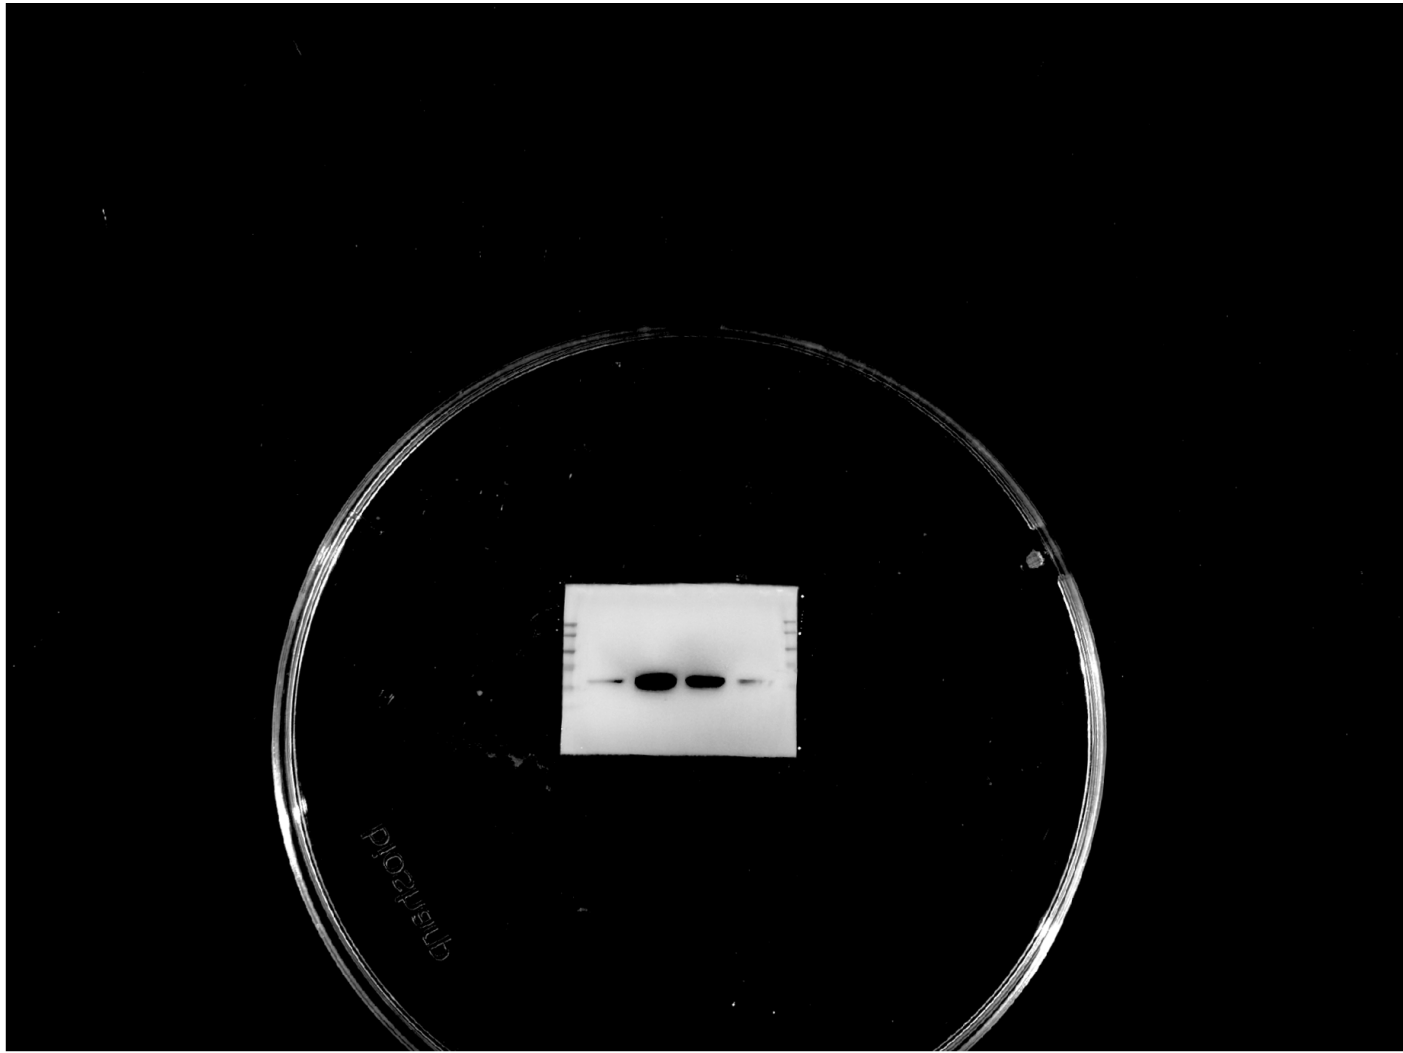

Figure S4A p70S6K

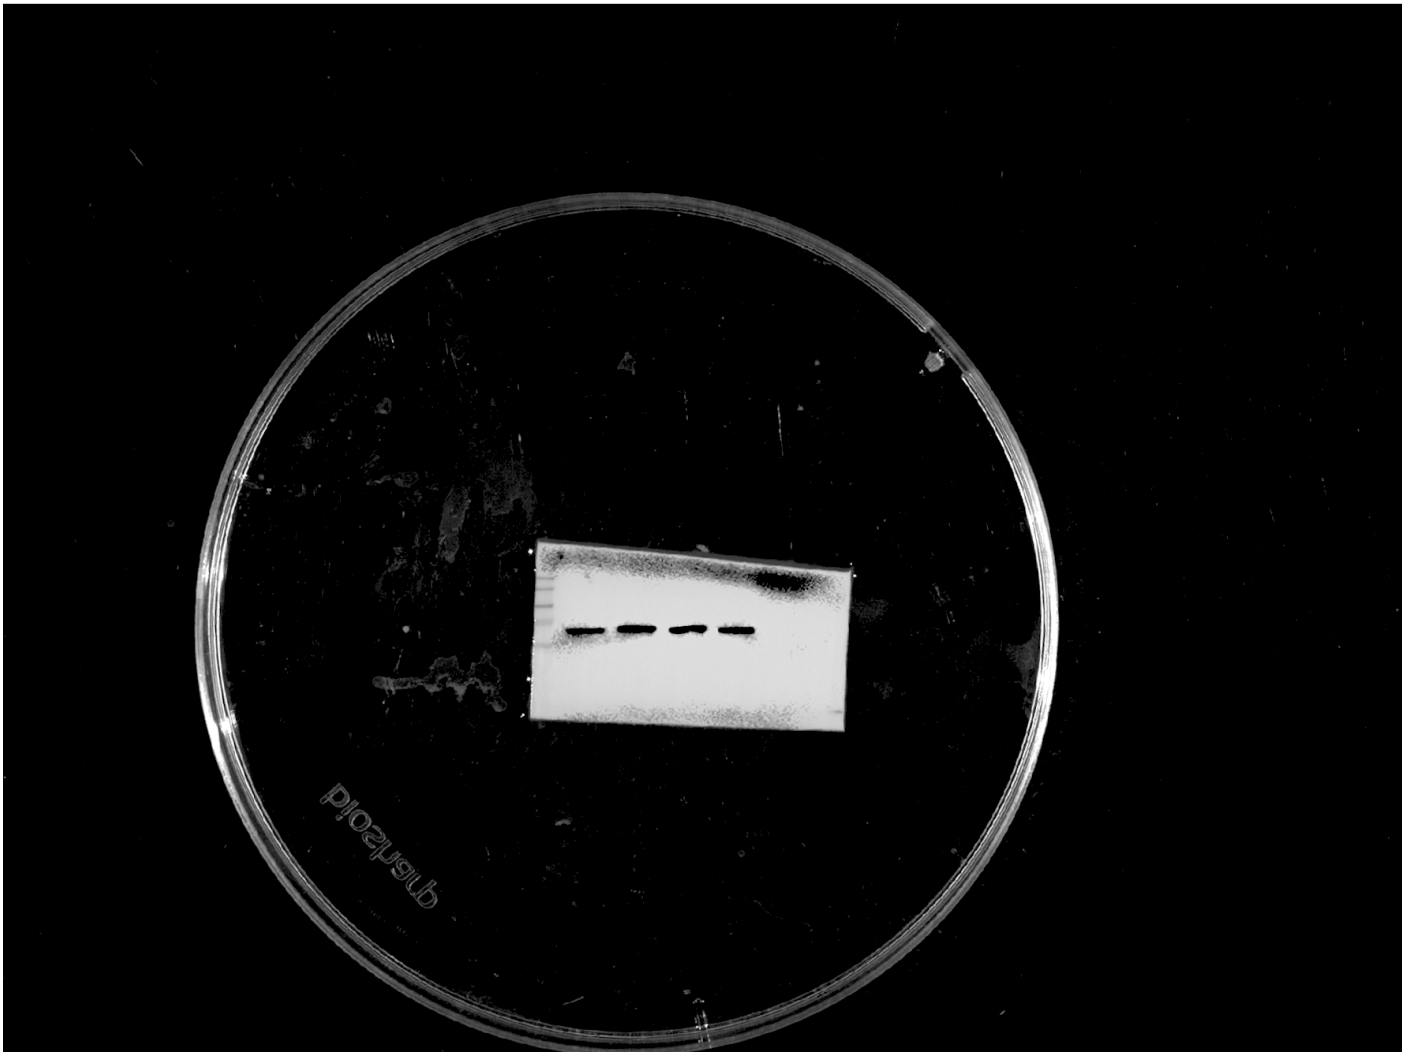

Figure S4A p-P70S6K

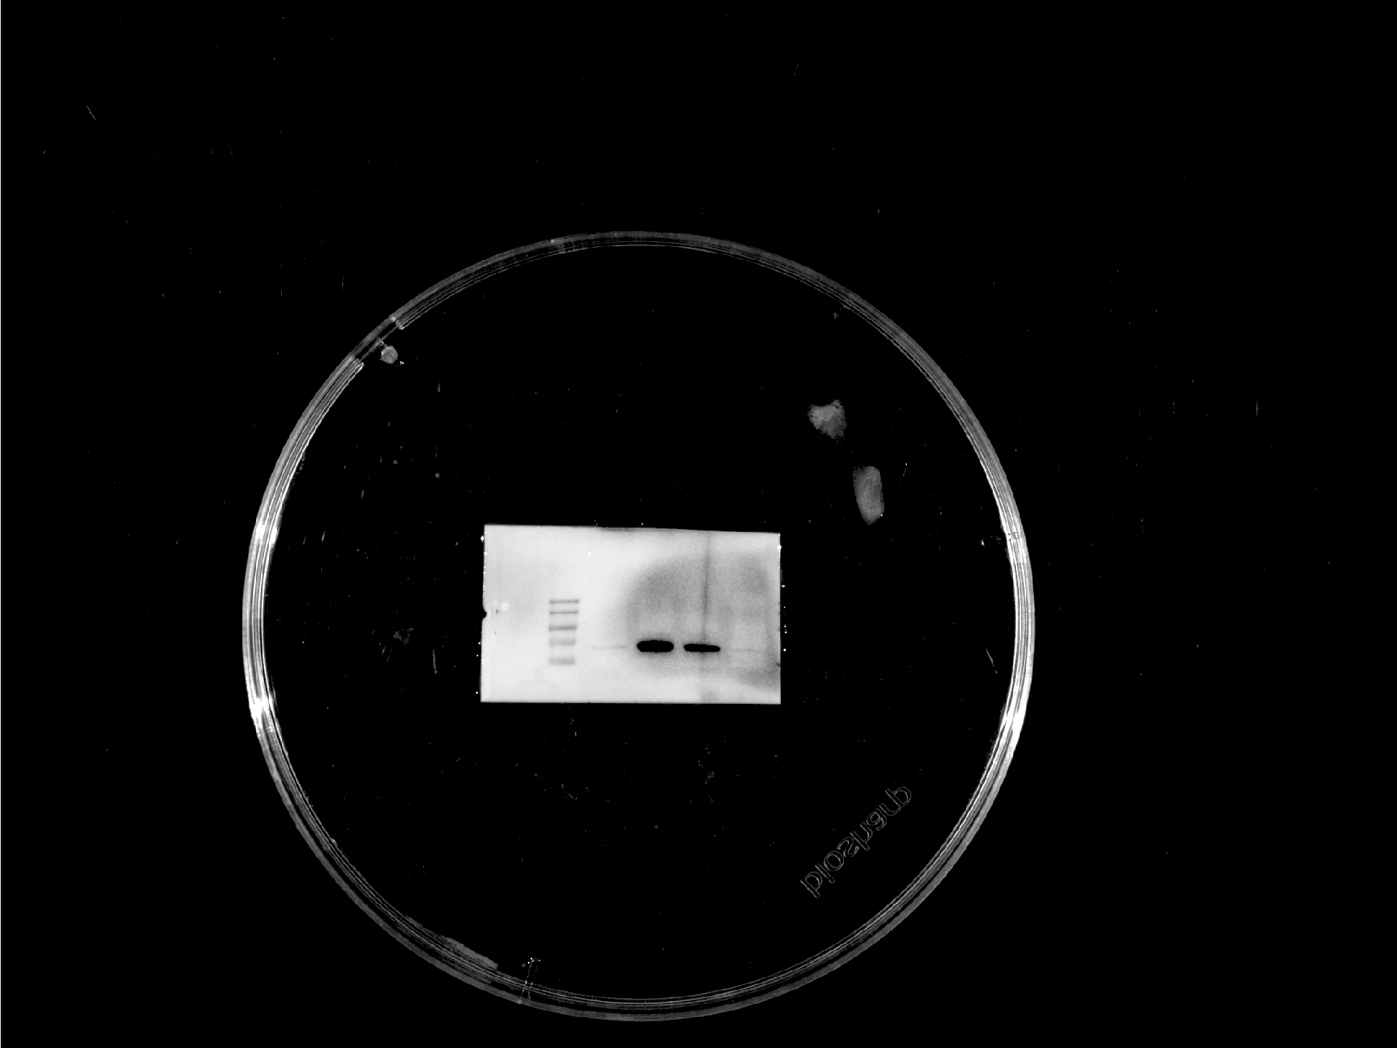

Figure S4A 4EBP1

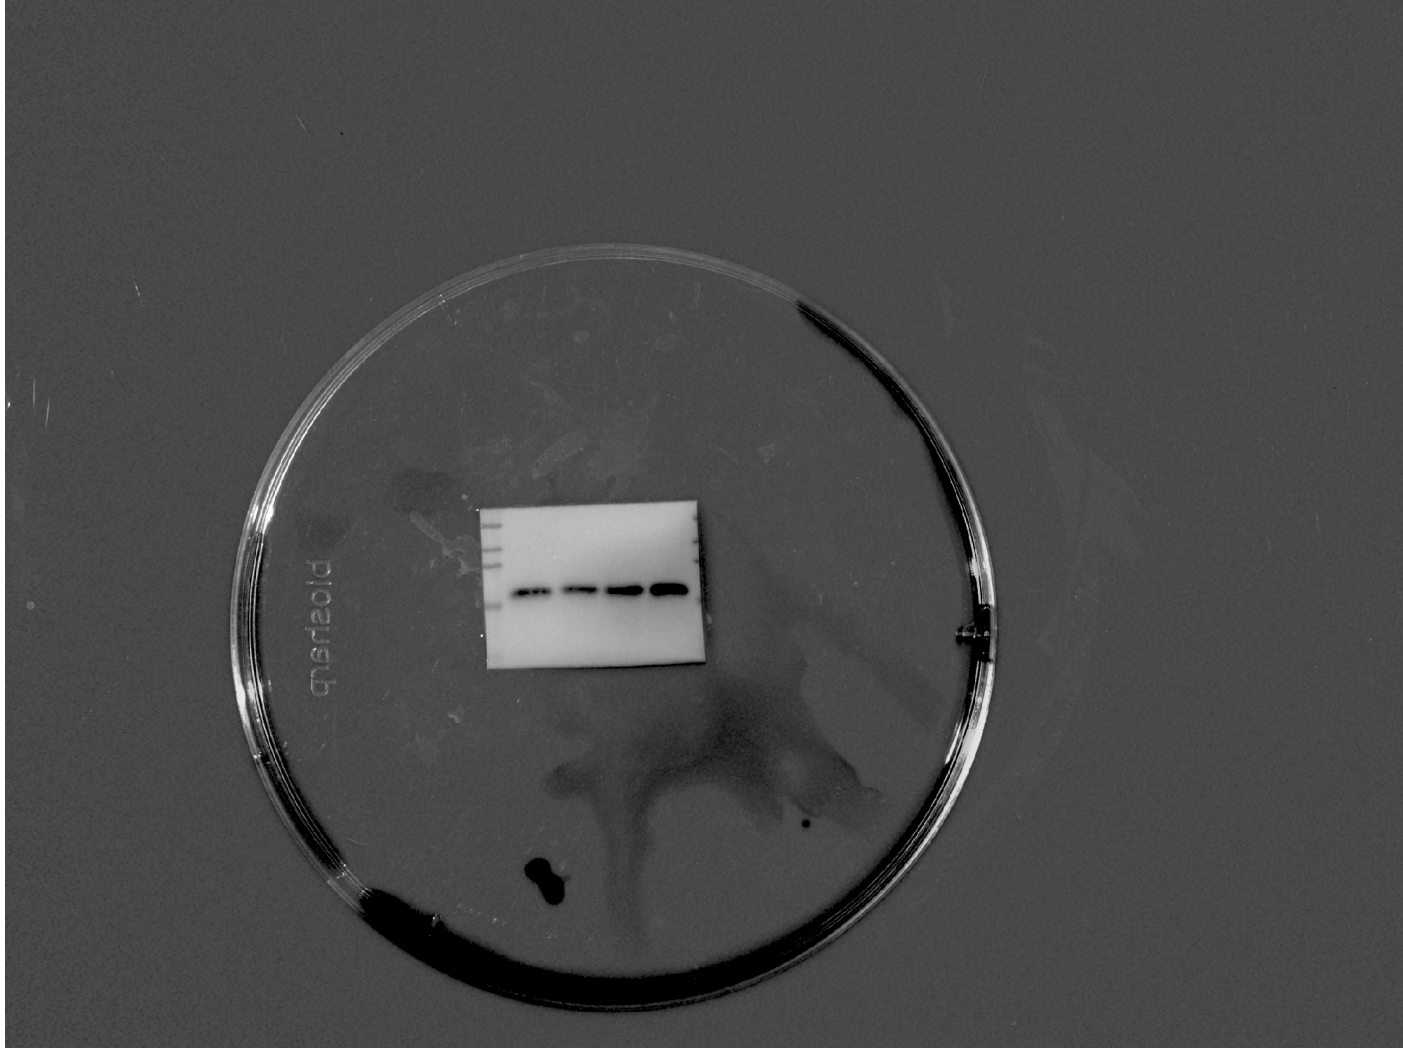

Figure S4A p-4EBP1

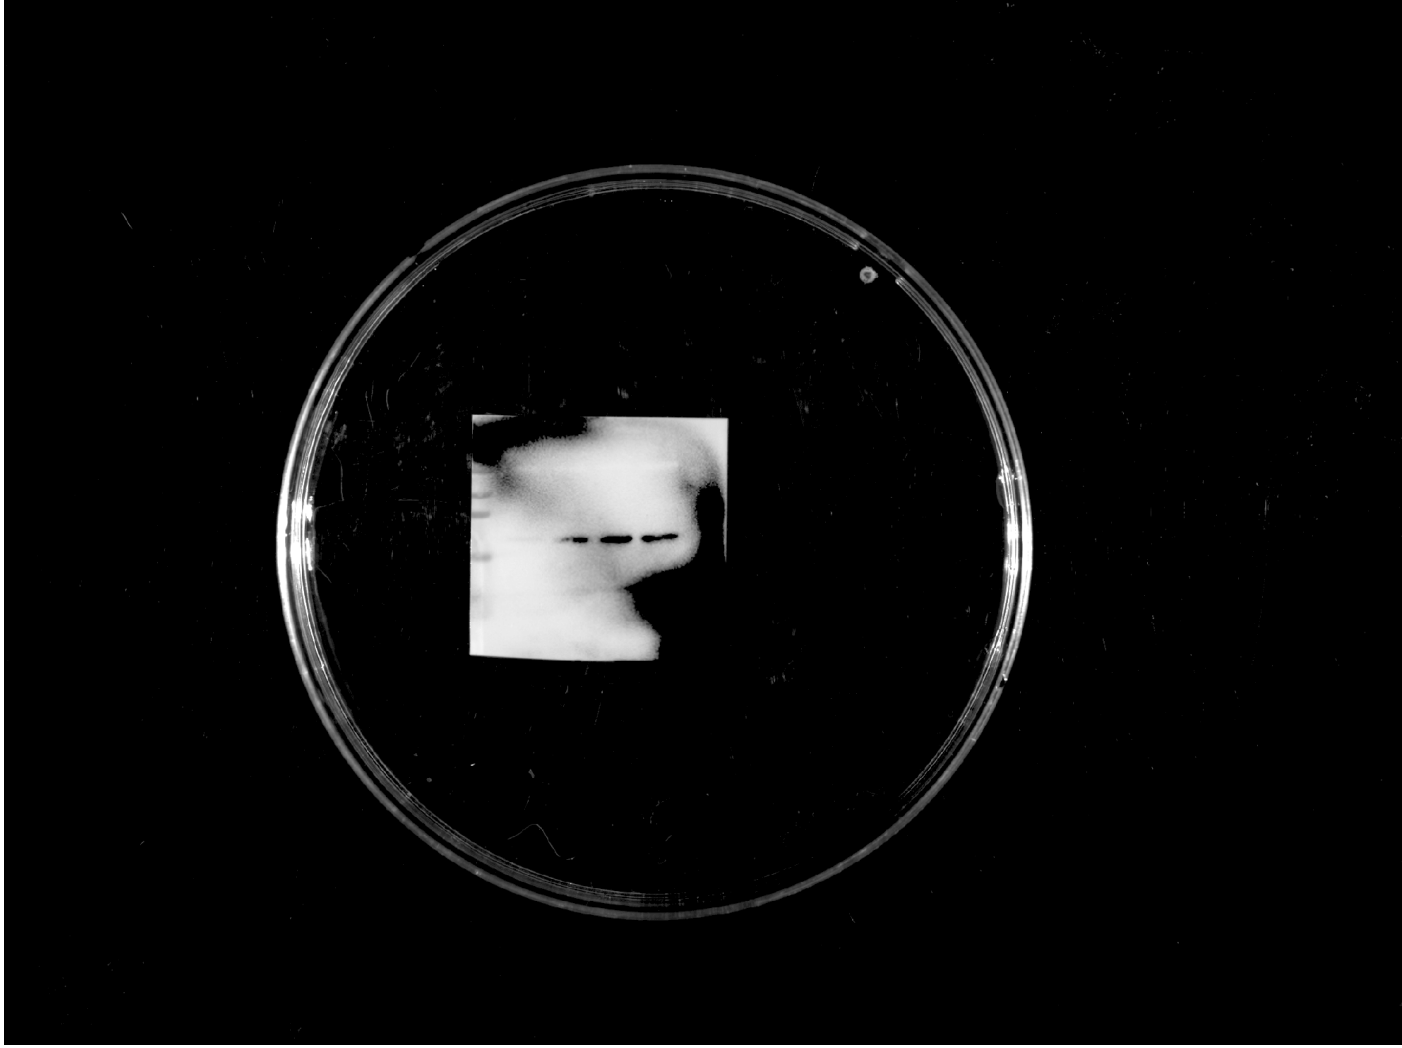

Figure S4A  $\beta$ -actin

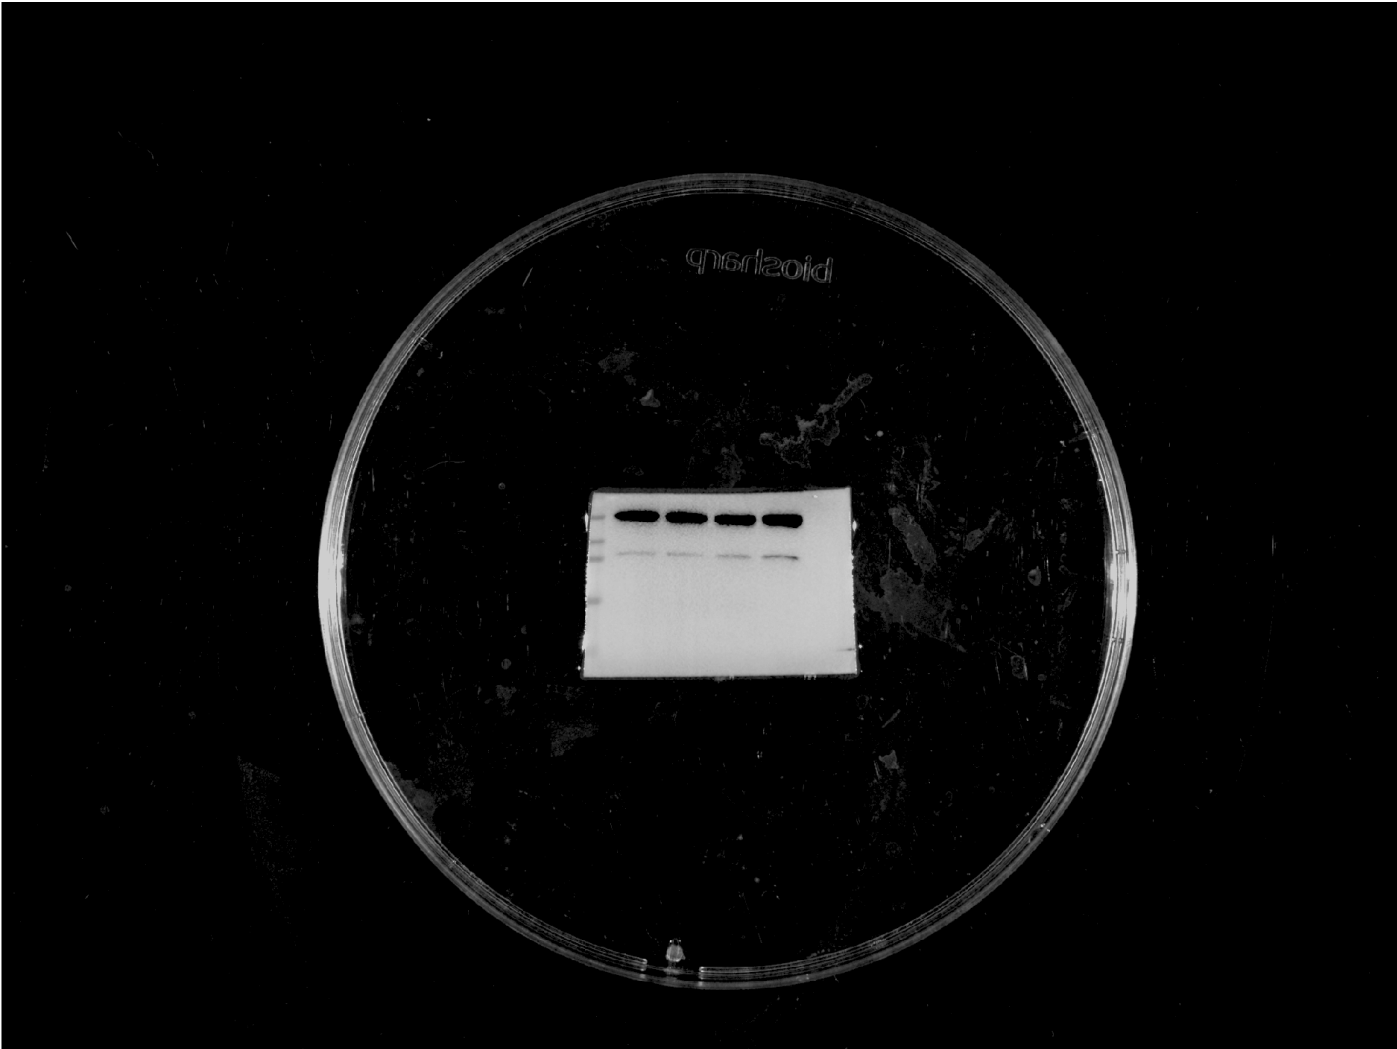

Figure S4C Puro

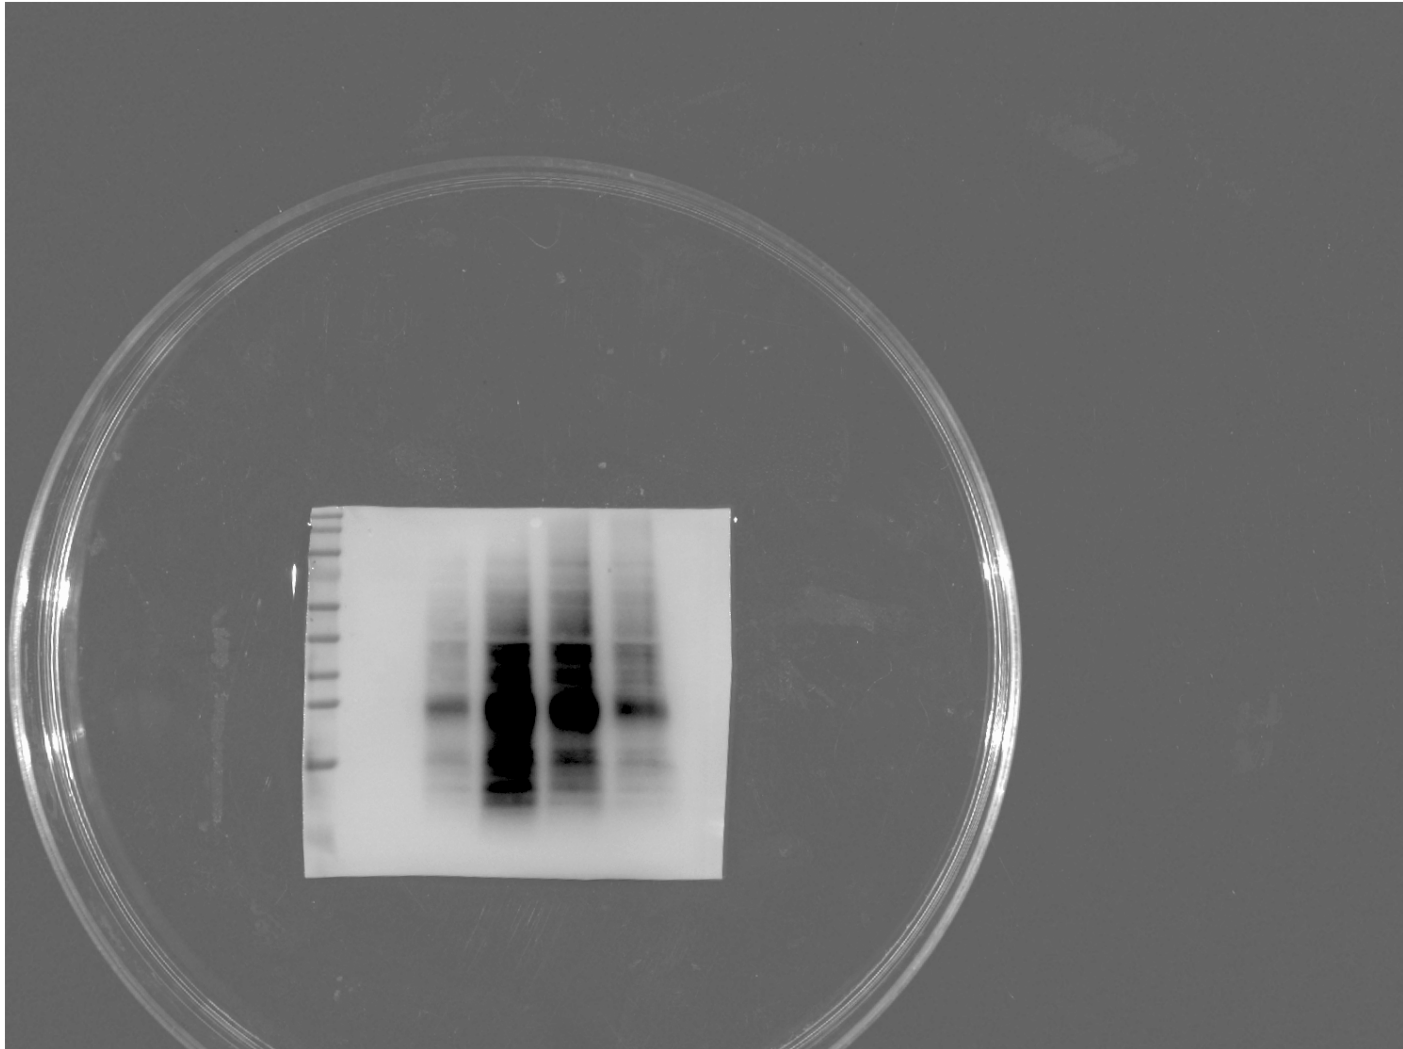

Figure S4C  $\beta$ -actin

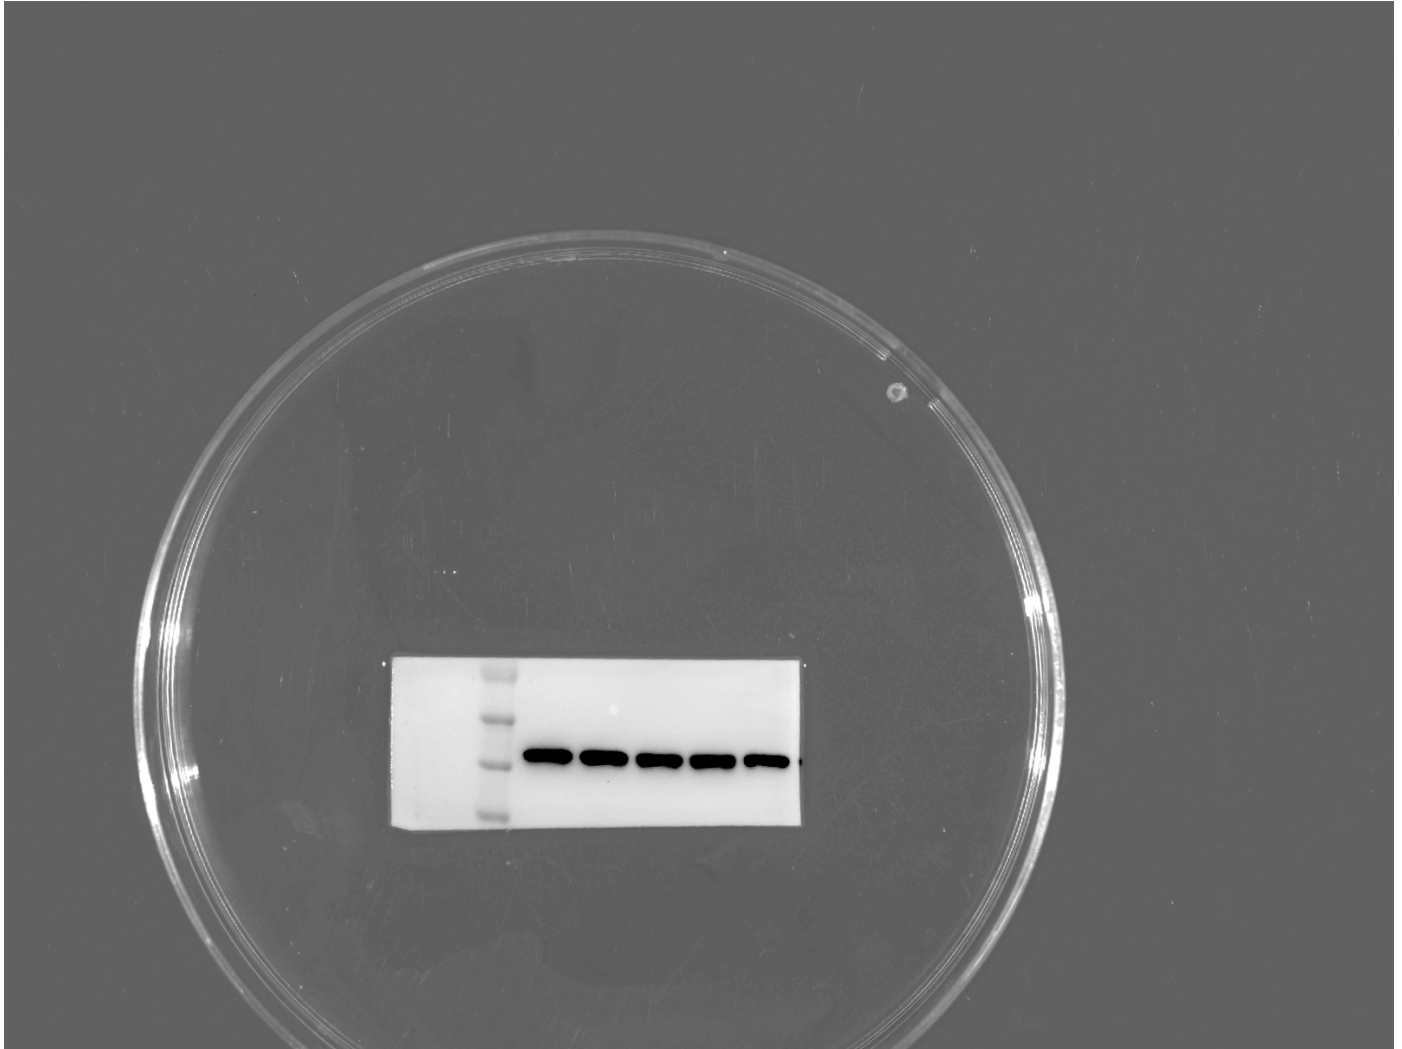

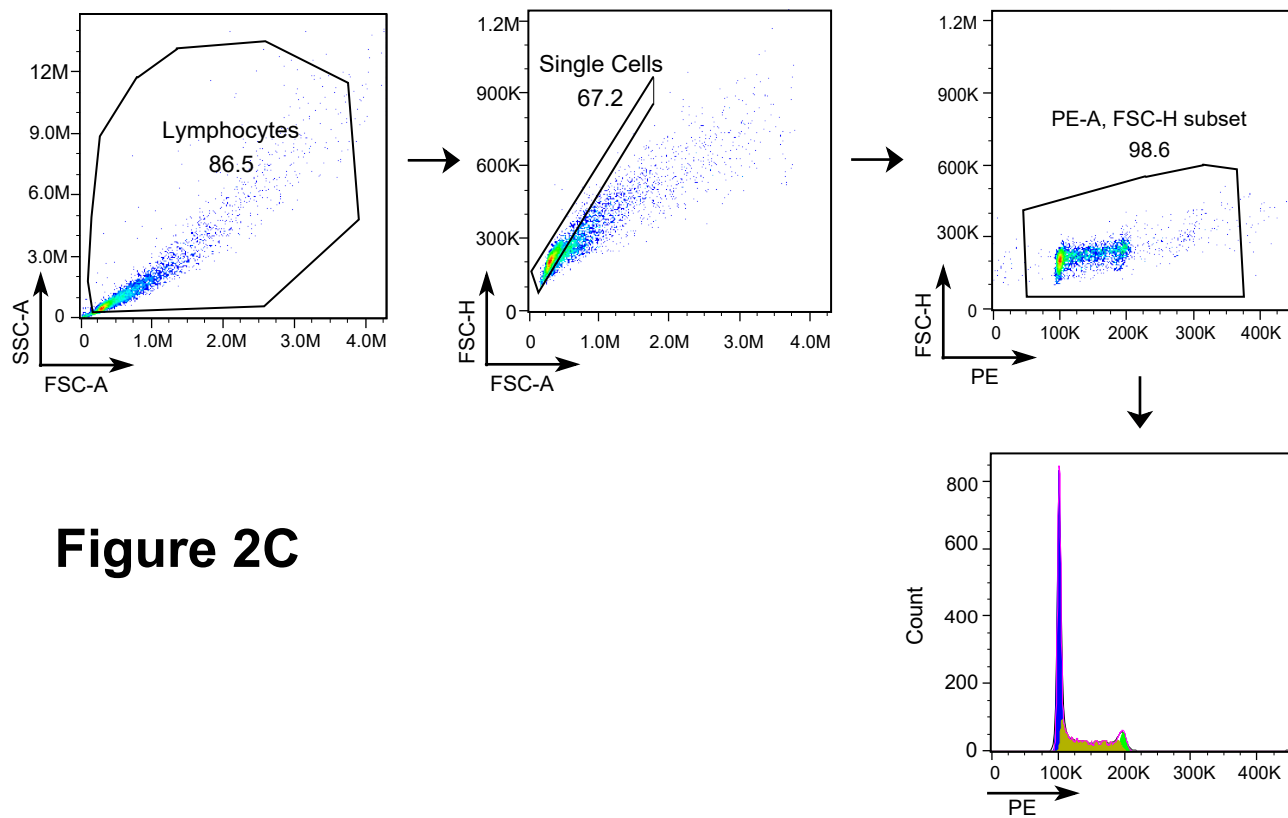

**Figure 2C**

How the deposited data were processed for this re-analysis (not part of the article)

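The data were Ribo-seq libraries of 6 mouse tissues at 4 weeks of age, with 1 library for each of brain, colon, heart, kidney, lung and small intestine. The macrophage libraries of the study were not analysed here. For each library the authors deposited RPKM values, 1 per protein-coding mRNA, with the transcript, gene and CDS position in the row name. According to the Methods, adapters were trimmed with Cutadapt, reads shorter than 15 nt were discarded, and reads were aligned with STAR to the mRNA with the longest CDS of each gene in Ensembl GRCm39 release 107. Multi-mapped reads and reads with more than 2 mismatches were excluded, P-sites were predicted with a random forest, and reads were counted on the CDS. These steps are described for the macrophage libraries and were taken to hold here. RPKM divides by all reads on CDSs, so an mRNA that takes a large share of the reads lowers the RPKM of all others in that library but not their order.

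RPKM multiplied by CDS length was a whole multiple of the value of 1 read for 100% of the values in every library, which recovered between 4504853 and 10635031 reads per library (median 7687498). Shares of reads are given with 95% Wilson intervals, and an mRNA with no reads with the RPKM that 3 reads would give. Reads carry no molecular identifiers here, so these cover counting error only. CDSs were taken from the GRCm39 genome with GENCODE release M39 (Ensembl release 116), a later annotation of the same build. An mRNA was used when its transcript was present with the same CDS length and with a start and a stop codon, which held for 18154 of 18437 mRNAs (98.5%) carrying between 98.4% and 99.1% of the reads. The other 283 were left out of codon counts. Gene coordinates come from the same annotation.

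Met, Trp and stop codons were left out, which left 59 codons of 18 amino acids. Mitochondrially encoded mRNAs were read with the standard code, and leaving them out was 1 of the alternatives. RSCU followed the equation in the Methods, with codons summed over the list. The GC3 share is the percent of these codons that end in G or C. The high-abundance list was the top 1000 mRNAs by RPKM. Intervals of GC3 shares come from 1000 resamples of the listed mRNAs. Percentiles come from 10000 random lists of mRNAs with RPKM over 1. With 1 library per tissue, no test between tissues and no p-value across mRNAs was computed. The only p-values are those of the correlation between cell cycle density and GC3 share over the 6 libraries, from exact permutation tests, two-sided, over all 720 pairings, with Benjamini-Hochberg adjustment over both coefficients. Cell cycle density was the mean of log2(RPKM + 1) over the 12 cell cycle genes of Fig 2B and 2F.

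The mRNAs named were fixed by a rule, namely the 3 with the highest RPKM in each library, the 12 cell cycle genes and 18 tissue markers, and so were the codons, namely those of leucine and the 2 with the largest RSCU range. The rule, the measures of codon usage, the cell cycle correlation and 26 alternatives were set before the data were examined. Added afterwards were 4 alternatives, among them thinning to the lowest total, a list of 10 ribosome biogenesis genes, and the tests of the labels, of Kri1 and of a GC bias of the libraries. The markers went against 4 of the 6 labels. The mapping of libraries to tissues was kept as labelled, and every library is named by its label. The alternatives covered the length of the list, the weight of each mRNA, the measure used for ranking, the mRNAs ranked, the pool and matching of the random lists, and the pseudocount.

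Recovery of reads and codon counting were tested on simulated data, where reads were recovered for 100% of 5000 mRNAs and the largest error of a GC3 share over sets of 200 mRNAs was 0.207 percentage points. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.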

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

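All tests in this part were chosen after the marker values and the reads on Kri1 were seen. Both tests of the labels, and the comparison with the highest fold among mRNAs with a repeat, were chosen after their own result was seen as well.

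Abundant tissue markers appeared under labels of other tissues, which the paper does not report. Apoa4, a small intestine marker, had 3368 RPKM in the library labelled brain. Umod, a kidney marker, had 16438 RPKM in the library labelled colon. Muc2, a colon marker, had 2486 RPKM in the library labelled kidney. Snap25, a brain marker, had 683 RPKM in the library labelled small intestine. For each of the 6 tissues, the 3 markers were highest in the same library, and that library carried the tissue's label for heart and lung only. Reads of a second tissue mixed into correctly labelled libraries would leave the tissue's own markers at a sizeable level. In the 4 libraries, the median level of their own markers was between 0.0653% and 1.82% of the highest library, which argues against mixing as the whole cause. The own markers Mbp and Fabp1 stood well above these medians. Mbp had 24.6 RPKM in the library labelled brain against 102 RPKM in that labelled small intestine. Fabp1 had 26.4 RPKM in the library labelled small intestine against 213 RPKM in that labelled brain. Mislabelled samples may explain the pattern. Of the 720 ways to assign the 6 labels to the 6 libraries, 102 scored at least as high on the markers as the given labels. The score was the mean log2(RPKM + 1) of the 3 markers, summed over the 6 tissues. The count includes the given labels, whose score of 35.4 came mostly from heart (13.7) and lung (12.6). It therefore does not measure the evidence for an exchange. The highest score, 63.6, exchanged brain with small intestine and colon with kidney. At which step an exchange would have occurred, and whether the tissues or only the names of the libraries were exchanged, was not tested. Smaller amounts of reads from other libraries stay open, since Umod had 449 RPKM in the library labelled brain. No biological explanation was tested. The GC3 share was over 50% in every library, so this statement holds under any assignment of the labels, whereas the order of the tissues does not.

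Kri1 took 22.1% of the reads in the library labelled kidney (95% Wilson interval 22.09 to 22.15). It took 14.1% in the library labelled small intestine, 6.79% in that labelled colon, 2.01% in that labelled brain, 1.04% in that labelled heart and between 0.396% and 0.405% (95% Wilson interval) in that labelled lung. The paper does not discuss this mRNA. Its RPKM was 55.2-fold higher in the library labelled kidney than in that labelled lung. A shared rise of ribosome biogenesis mRNAs is excluded as the cause, since the list of 10 such mRNAs, on the log2(RPKM + 1) scale, stood at 0.645-fold in the same comparison. Kri1 has a GAG repeat of 27 nt that starts at base 766 of its CDS. Among 8781 mRNAs compared, the 23 others with a GAG repeat of at least 24 nt had a median log2 ratio lower by 0.11 than that of all mRNAs (a difference of -0.11, percentile 33.7 among 10000 random lists matched on density). The highest fold among them was 2.75, for Utp25. These values do not decide whether reads of repeats are the cause, since reads within a repeat shared by these mRNAs are multi-mapped and were left out by the authors. Reads of a sequence found in Kri1 alone, or of another RNA similar to it, stay open, since the positions of reads along the mRNA were not used here. A difference between tissues also stays open, and was not tested because the labels of these libraries are in doubt. Kri1 has a GC3 share of 68.9%, and with codons weighted by RPKM the share was 58.1% with Kri1 and 53.5% without it in the library labelled kidney, 61.1% and 59.0% in that labelled small intestine, and 57.2% and 55.9% in that labelled colon.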

How the results depend on the processing

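The direction of the GC3 bias was the same under all 15 settings, the main one included, in every library, with shares between 53.5% (labelled kidney) and 61.1% (labelled small intestine). Both ends come from codons weighted by RPKM, the lower without Kri1 and the upper with it. The library labelled small intestine was highest under all 15, and that labelled colon lowest under 9 of them. Over all CDSs found in the genome the GC3 share was 56.6%, so a share over 50% is not specific to the high-abundance lists. Of the values of the GC3 share under alternatives, 57 stayed within the interval of the main value and 27 moved out of it. The cause of these moves was not tested, except where stated.

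The mean of the GC3 share of each mRNA, which gives long and short mRNAs the same weight, was 58.1% in the library labelled brain, 58.0% in that labelled colon, 58.3% in that labelled heart, 59.0% in that labelled kidney, 58.7% in that labelled lung and 59.7% in that labelled small intestine. Ranking by reads in place of RPKM gave 55.2% in the library labelled brain, 54.8% in that labelled heart, 56.0% in that labelled kidney, 55.4% in that labelled lung and 56.6% in that labelled small intestine. The top 200 mRNAs gave 57.6% in the library labelled colon, 59.0% in that labelled heart and 59.7% in that labelled small intestine. In the library labelled small intestine the share was 59.3% with the top 500 and 57.1% with all mRNAs with RPKM over 1. Codons weighted by RPKM gave 57.2% in the library labelled colon, 58.4% in that labelled heart and 61.1% in that labelled small intestine. The next settings were chosen after seeing the data. Counting UUG with the AU3 codons lowers the share by construction, to 55.6%, 54.7%, 55.2%, 56.1%, 56.0% and 57.2% in the libraries labelled brain, colon, heart, kidney, lung and small intestine. Weighting by RPKM without Kri1 gave 58.3% in the library labelled heart and 53.5% in that labelled kidney. Thinning every library to the lowest total, and ranking over all mRNAs before the unpaired ones were left out, moved no value out of its interval.

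The percent of high-abundance mRNAs with more GC3 than AU3 codons moved out of its Wilson interval under 1 alternative, ranking by reads, to 71.9% in the library labelled brain, 72.3% in that labelled heart and 72.1% in that labelled lung. The other 21 values stayed within it.

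The percentile among random lists depended on the setting, and is judged here against the narrow interval that 10000 lists give. In the order brain, colon, heart, kidney, lung and small intestine of the labels, it was 14.0, 0, 0.49, 22.5, 30.8 and 62.8 with random lists matched on CDS length. It was 39.5, 28.4, 53.2, 63.2, 86.4 and 99.96 with the top 500, and 62.1, 79.1, 31.9, 94.1, 78.8 and 99.8 with the top 2000. With a pool of all mRNAs with RPKM over 0 it was 83.1, 14.3, 29.4, 93.8 and 99.96 in the libraries labelled brain, colon, heart, lung and small intestine, and did not move in that labelled kidney. The high-abundance list of the library labelled heart did not stand clearly above the random lists under any setting, with 53.2 as its highest percentile. That labelled small intestine was at percentile 99.6 or higher under every setting except lists matched on CDS length, where it was at 62.8. For the libraries labelled brain, colon, kidney and lung, the position of the list moved with the setting and is not settled by these data.

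The number of mRNAs in the list of all 6 libraries was 120 with the top 500 and 663 with the top 2000, by construction of the shorter and longer lists. The GC3 share of the unshared mRNAs moved in 1 of 12 cases, to 57.7% in the library labelled colon with the top 2000. The correlation of cell cycle density with GC3 share stayed negative and not significant under its 4 alternatives, with r between -0.590 and -0.115. Of these, the limit to genes with RPKM over 1 in at least 1 library removed none of the 12 genes and tests nothing. The minimum of 10 reads likewise removed no mRNA from the lists, whose lowest count was 92 reads.

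No paired analysis was possible because each tissue had 1 library and no result came from a test between groups. Depth limits the values of low mRNAs, not those of the lists. At 4504853 reads, the library labelled colon had the fewest. The number of libraries, 1 per tissue, limits every comparison between tissues.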

Differences from the paper's values

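The paper points to S1 Data for the values behind Fig 5A. That sheet was not used here, and the text itself prints no number for the codon usage of the tissues, so no pair of values was compared. Among the 6 tissues in Fig 5A, read by eye, the heart row shows the weakest preference for GC3 codons. Here the library labelled colon had the lowest GC3 share, 56.0%, below 56.4% in that labelled heart, with overlapping intervals. Ranking by reads in place of RPKM, an alternative set before the data were examined, made the library labelled heart lowest, at 54.8%, and none of the other alternatives did. As in Fig 5A, the library labelled small intestine was the most GC3-biased. Whether the rows of Fig 5A follow the labels used here, which the markers contradict for small intestine, was not settled. The legend of Fig 5A names housekeeping genes, so the mRNAs behind it may also differ from the lists used here.

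The legend of Fig 5A states that every row has the same mean and standard deviation. By eye, the heart row stays near the middle of the colour scale at nearly all codons while the small intestine row reaches its ends. Scaled within each library, the mean absolute z-score here was between 0.743 and 0.759 in all 6 libraries. Scaled for each codon over the 6 libraries, it was between 0.421 (labelled lung) and 1.22 (labelled small intestine), and 0.643 in the library labelled heart. Fig 5A also holds macrophages, which were not part of this scaling, so these values cannot settle how its rows were scaled. Fig 5A also lists UUG with the AU3 codons, which gives 28 GC3 and 31 AU3 codons against 29 and 30 here. With UUG moved, an alternative chosen after seeing the values, the order of the lowest and highest library did not change.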

Other observations

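The thinning of libraries, the correlation over shared mRNAs, the comparison of slopes and the removal of single libraries were chosen after the GC3 shares were seen, and the last 2 also after the slope and the correlation were seen.

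The GC3 share was highest in the library labelled small intestine, 58.4% against 57.3% in the next, that labelled kidney. Sequencing depth does not account for this, since the library stayed highest at 58.37% with every library thinned to 4504853 reads. Ribosomal protein mRNAs do not account for it either, since without them it was highest at 58.26%. A GC bias of the library that acts on all mRNAs would raise GC-rich mRNAs among the 281 shared ones too. Over these mRNAs, which are not independent replicates, the Spearman correlation between GC3 share and RPKM relative to the other libraries was -0.0324 in the library labelled small intestine and between -0.128 and 0.0854 in the others. The slope was -0.0016 log2 units per 10 percentage points of GC3 (95% interval -0.092 to 0.099). Between 0.12 and 0.23 log2 units would be needed to lift the lists of the other libraries to the same GC3 share. CDS length was not set apart as a cause. Among random lists matched on CDS length, the list of this library was at percentile 62.8, against 99.6 without matching. A candidate explanation that also remains is the set of mRNAs specific to the tissue in this library, whose markers are those of brain. It is a hypothesis from 1 library and was not tested.

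Since the paper relates cell cycle mRNAs to AU3 codons, a hypothesis was that libraries with a higher ribosome density on cell cycle mRNAs have a lower GC3 share. The mean log2(RPKM + 1) of the 12 genes was 3.43 in the library labelled brain, 2.59 in that labelled colon, 2.48 in that labelled heart, 3.11 in that labelled kidney, 3.27 in that labelled lung and 2.17 in that labelled small intestine. Pearson's r with the GC3 share was -0.20 (n = 6 libraries, exact permutation test, p = 0.703, adjusted p = 0.803) and Spearman's rho was -0.14 (exact permutation test, p = 0.803, adjusted p = 0.803). Without the libraries labelled brain and small intestine, which are farthest from the median density, r was 0.87. With 1 library left out at a time, r was 0.732 without that labelled small intestine and between -0.465 and -0.164 without any of the others. Of the 12 genes, only Ccna2 (47.8%), Ccnb1 (47.2%) and Ccne2 (35.9%) had a GC3 share under 50%. Ccnd1 had 79.4%, Ccnd2 71.9% and Ccnd3 74.3%. The density over these genes is therefore not a measure of density on mRNAs rich in AU3 codons. The correlation cannot decide the hypothesis for this reason. With 6 libraries, a relation and its absence cannot be told apart either.

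Across the mRNAs listed in all libraries, the correlation of log2(RPKM + 1) was highest between the libraries labelled brain and kidney (Pearson's r 0.807), whose markers are those of small intestine and colon. It was lowest between those labelled brain and small intestine (r 0.497). These correlations are across genes, which are not independent replicates.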
